# Deletion of *PKBα*/*Akt1* Affects Thymic Development

**DOI:** 10.1371/journal.pone.0000992

**Published:** 2007-10-03

**Authors:** Elisabeth Fayard, Jason Gill, Magdalena Paolino, Debby Hynx, Georg A. Holländer, Brian A. Hemmings

## Abstract

**Background:**

The thymus constitutes the primary lymphoid organ for the majority of T cells. The phosphatidyl-inositol 3 kinase (PI3K) signaling pathway is involved in lymphoid development. Defects in single components of this pathway prevent thymocytes from progressing beyond early T cell developmental stages. Protein kinase B (PKB) is the main effector of the PI3K pathway.

**Methodology/Principal Findings:**

To determine whether PKB mediates PI3K signaling in the thymus, we characterized *PKB* knockout thymi. Our results reveal a significant thymic hypocellularity in *PKBα* ^−/−^ neonates and an accumulation of early thymocyte subsets in *PKBα* ^−/−^ adult mice. Using thymic grafting and fetal liver cell transfer experiments, the latter finding was specifically attributed to the lack of PKBα within the lymphoid component of the thymus. Microarray analyses show that the absence of PKBα in early thymocyte subsets modifies the expression of genes known to be involved in pre-TCR signaling, in T cell activation, and in the transduction of interferon-mediated signals.

**Conclusions/Significance:**

This report highlights the specific requirements of PKBα for thymic development and opens up new prospects as to the mechanism downstream of PKBα in early thymocytes.

## Introduction

The thymus constitutes the primary lymphoid organ for the majority of T cells as its microenvironments provide an exclusive combination of different stromal cell types critical for the generation and selection of thymocytes to mature T cells [1]. During their thymic development, T lineage committed precursors progress through an ordered sequence of differentiation events [2]. These events reflect the complex progression from immature progenitors to post-selection T cells, which are tolerant to self but recognize foreign antigens in the context of self-MHC molecules. Immature intrathymic precursors are characterized by the absence of CD4 and CD8 cell surface expression and are hence designated double negative (DN) thymocytes. Based on the expression of CD25 and CD44, DN thymocytes are further distinguished into four sequentially evolving subpopulations (DN1-DN4) [3]. Early during maturation, the productive rearrangement of the T cell antigen receptor β (*TCRβ*) locus allows for the expression of a nascent TCRβ chain that, together with the expression of the pre-Tα (pTα) chain and the CD3 complex, forms the pre-TCR complex [4]. This particular stage represents a critical checkpoint in T cell development that is known as β-selection. Signaling via a functional pre-TCR allows for the further differentiation of thymocytes and initiates the surface expression of both CD4 and CD8. Developing T cells concurrently expressing CD4 and CD8 (designated double positive, DP, thymocytes) rearrange their *TCRα* locus, which enables the cell surface expression of a mature TCRαβ complex. Subsequently, the events of positive and negative TCR selection take place giving rise to single CD4- or CD8-positive (SP) mature T cells that are eventually released into the periphery [5]. Changes in the thymic stromal compartment and alterations of key signaling pathways in thymocytes result in an aberrant development and the lack of regular T cells.

The phosphatidyl-inositol 3 kinase (PI3K) signaling pathway has been reported to be involved in lymphoid development as impaired PI3K signaling results in immunodeficiency, while unrestrained signaling contributes to lymphoma formation and autoimmunity [6]. The function of PI3K is to convert at the plasma membrane phosphatidyl-inositol-(4,5)-bisphosphate (PIP2) to the second messenger phosphatidyl-inositol-(3,4,5)-trisphosphate (PIP3). The 3′-phosphate lipid phosphatase PTEN antagonizes the generation of PIP3 [7]. PIP3 acts as a binding site for various intracellular enzymes that contain a pleckstrin homology (PH) domain, such as the serine/threonine kinases phosphoinositide-dependent kinase 1 (PDK1) and protein kinase B (PKB). Hence, PIP3 promotes the translocation of the corresponding proteins from the cytoplasm to the plasma membrane. Recruited at the membrane, PDK1 phosphorylates a key residue within the catalytic domain of one of its substrates, PKB [8], which is the most important effector of the PI3K pathway. To be fully active, PKB needs to be phosphorylated at a second key residue located in the hydrophobic motif within the regulatory domain [9]. For this to occur, a number of upstream kinase candidates have been identified, including DNA-dependent protein kinase (DNA-PK) [10] or the rictor-mTOR complex [11]. Once activated, PKB phosphorylates numerous substrates influencing diverse cellular and physiological processes attributed to the PI3K pathway [12].

Mice genetically impaired for single components of the PI3K signaling pathway display distinct deficiencies in the development and function of the immune system. For instance, severe combined immunodeficiency (SCID) in mice correlates with a nonsense mutation within the gene of the DNA-PK catalytic subunit (*DNA-PKcs*) [13]–[15]. Moreover, mice deficient for *DNA-PKcs* exhibit a severe immunodeficiency partly associated with a block in T cell development due to impaired variable/diversity/joining (VDJ) rearrangements at the DN3 stage [16]. Furthermore, deletion of *PDK1* in T cell precursors prevents T cell differentiation at the DN to DP transition and downregulates the cell size of immature thymocytes [17], suggesting that signals downstream of PDK1 and/or DNA-PK are essential for T cell development. On the other hand, heterozygous deletion of *PTEN* and T cell-specific *PTEN*-null mutation in mice lead to increased thymic cellularity and the development of not only lymphoid hyperplasia, which progresses to T cell lymphoma, but also autoimmunity likely due to impaired Fas signaling [18]–[21]. Mutations in *PTEN* allow unrestrained PIP3 production, which results in constitutive PKB activation. Correspondingly, mice engineered to express a constitutively active form of PKB in T cells display a phenotype similar to that of *PTEN*-mutant mice [22]–[24].

Three PKB isoforms encoded by separate genes and of identical structural organization have been described for mammalian cells: PKBα, PKBβ, and PKBγ [25]. While PKBα is ubiquitously detected, PKBβ and PKBγ tend to be expressed in a tissue-specific pattern. Targeted disruption of each of these isoforms in mice has helped to elucidate the physiological *in vivo* relevance of the PKB isoforms, revealing both specific and redundant functions [26]–[34]. However, specific immunological defects have not been reported for single mutant mice.

To characterize the specific contribution of distinct PKB isoforms within the PI3K signaling pathway for thymic development, we investigated mice deficient for each of the isoforms of PKB. Our results reveal a significant thymic hypocellularity in *PKBα* ^−/−^ neonates and an accumulation of early thymocyte subsets at the DN to DP transition during adult T cell development in *PKBα* ^−/−^ mice due to cell-autonomous effects. Moreover, in early thymocytes PKBα regulates genes known to respond to pre-TCR, TCR, or interferon signaling. This report uncovers the specific requirements of PKBα for thymic development.

## Results

### The deletion of *PKBα* leads to a hypocellular thymus in mouse neonates

To determine the potential impact of PKB on thymic development, we analyzed the thymus of *PKB* mutant mice. The dissection of neonates revealed that the size of *PKBα* ^−/−^ thymi was reduced to less than half that of wild-type controls (Figure 1A, top panel). We and others had previously reported that genetic ablation of *PKBα* leads to a decreased body weight [26], [28], [34], suggesting a general but proportional reduction in the size of any organ. To confirm this, we compared the weight of the thymus in relation to the body weight. In neonatal mice deficient for *PKBα*, the thymus weight was reduced to 60% of wild-type controls when normalized to the body weight (Figure 1A, bottom panel). This finding was specific since the weight of other organs, such as the kidney, was reduced in proportion to the reduction of body weight (Figure 1A and data not shown). In contrast to the results in neonatal mice, the relative weight of the thymus was not diminished in adult animals deficient for *PKBα* (Figure S1A), a result that is consistent with our previous findings [34].

**Figure 1:**
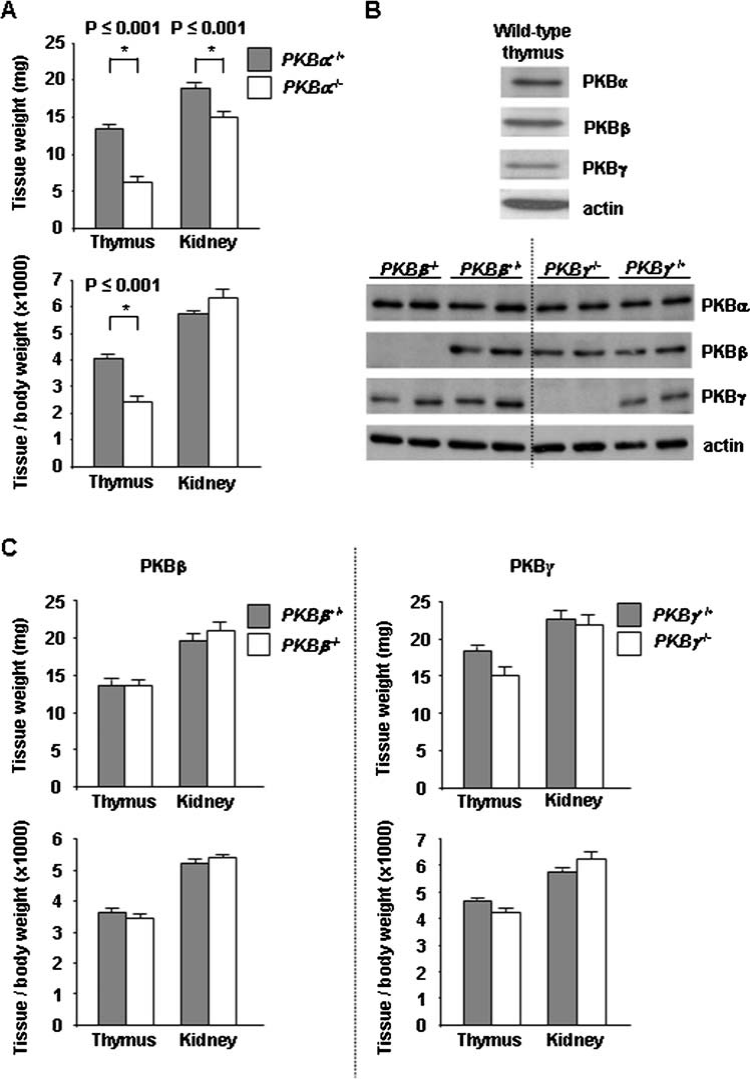
The deletion of *PKBα* leads to a reduced thymic size in mouse neonates. A: The weight of freshly dissected thymi was measured in *PKBα* ^+/+^ and *PKBα* ^−/−^ neonates (top panel) and expressed as ratio to body weight (bottom panel). The kidney was used as a control. Error bars represent standard error of the mean; n≥13. B: Western-blot analysis of 50 µg protein extracts from wild-type neonatal thymus using PKB isoform specific antibodies (top panel). Western-blot analysis of 50 µg protein extracts from *PKBβ* ^−/−^, *PKBβ* ^+/+^, *PKBγ* ^−/−^, and *PKBγ* ^+/+^ neonatal thymi using PKB isoform specific antibodies (bottom panel). Actin was used as a loading control. C: The weight of freshly dissected thymi was measured in *PKBβ* ^+/+^, *PKBβ* ^−/−^, *PKBγ* ^+/+^, and *PKBγ* ^−/−^ neonates (top panels) and expressed as ratio to body weight (bottom panels). The kidney was used as a control. Error bars represent standard error of the mean. n≥7 (n = number of mice analyzed per genotype).

Western-blot analyses showed that all three PKB isoforms were present within the thymus of wild-type neonates (Figure 1B, top panel), rendering it possible that a deletion of either *PKBβ* or *PKBγ* could also affect thymic size. Mice deficient for either of these isoforms demonstrated, however, a normal thymus weight (Figure 1C). Moreover, the loss of one of the PKB isoforms was not compensated by an upregulation in the expression of any of the other isoforms (Figure 1B, bottom panel). Taken together, these data indicate that the loss of expression of a PKB isoform is not off set by higher expression levels of another isoform and that PKBα is necessary for the normal size of the neonatal thymus.

The organ size is determined by the number and/or the volume of its cells. While the size of thymocytes was not affected by the loss of *PKBα* (Figure 2A), the number of *PKBα* ^−/−^ thymocytes was significantly reduced in newborns (but not in adults) when compared to that of wild-type littermates (Figure 2B, left panel, and S1B). Hence, a lower thymocyte cellularity accounted, in neonatal mice, for the diminished tissue weight and also correlated with a decrease in peripheral T cells (Figure 2B, right panel). To determine whether the decreased thymic cellularity of neonatal mice was caused by an increase in programmed cell death, we performed TUNEL assay on thymus tissue sections as well as annexin V/propidium iodide staining of thymocytes. The frequency of apoptotic cells within the thymus was similar for control and *PKBα* ^−/−^ neonates, excluding the possibility of increased programmed cell death to account for the noted hypocellularity (Figure 2C and 2D).

**Figure 2:**
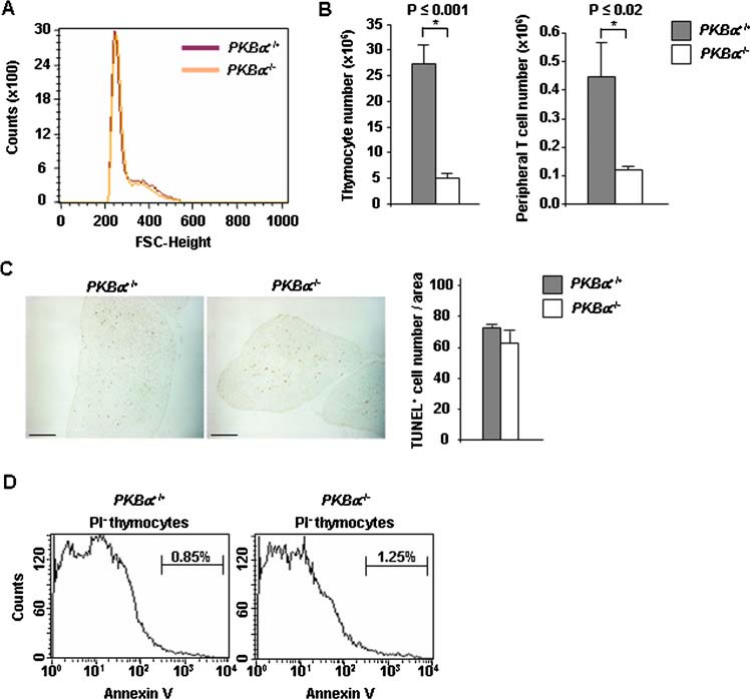
The deletion of *PKBα* leads to a reduced number of thymocytes in neonatal mice. A: Thymocytes were isolated from neonatal *PKBα* ^+/+^ and *PKBα* ^−/−^ littermates and their size compared by flow cytometry using the forward scatter (FSC) parameter. The histogram is representative of 3 litters. B: (left panel) Thymocytes were isolated and counted from *PKBα* ^+/+^ and *PKBα* ^−/−^ neonatal mice. (right panel) Lymphocytes isolated from the spleen of *PKBα* ^+/+^ and *PKBα* ^−/−^ neonates were stained with anti-CD19 and anti-CD3 antibodies. The number of T cells (CD3^+^CD19^−^) is shown. n≥3. Error bars represent standard error of the mean. C: TUNEL assay on neonatal thymus sections from *PKBα* ^+/+^ and *PKBα* ^−/−^ littermates. The graph represents the quantification of TUNEL-positive cells from 5 fields on 3 sections. The result shown is representative of 3 independent experiments. The bar shown on the pictures represents 200 µm. Error bars represent standard error of the mean. D: Thymocytes were isolated from *PKBα* ^+/+^ and *PKBα* ^−/−^ neonates and stained with annexin V and propidium iodide (PI). Histograms show results that are representative of 2 independent experiments; n≥3 (n = number of mice per genotype within the same experiment).

### The lack of PKBα leads to an accumulation of thymocyte subsets at an early checkpoint during T cell development

To address whether a partial or complete block in T cell development could explain the hypocellularity observed in the thymus of neonates deficient for *PKBα*, we analyzed in *PKBα* ^+/+^ and *PKBα* ^−/−^ mice the major thymocyte subsets. Using flow cytometry, the main subsets of mutant mice displayed similar relative frequencies when compared to age-matched wild-type controls in both neonatal and adult mice (data not shown and Figure S2A). We therefore excluded that a block in T cell development would account for thymic hypocellularity in *PKBα* ^−/−^ neonates. However, a refined phenotypic analysis of adult thymocytes revealed an accumulation at early developmental stages, suggesting that, in addition to its effect on neonatal thymic cellularity, the deletion of *PKBα* also affected T cell development. Even though CD25^−^CD44^+^ cell subset (designated DN1) appeared to be reduced in *PKBα* ^−/−^ mice (Figure 3A), when analyzed for surface expression of c-kit, T cell precursors (CD25^−^CD44^+^c-kit^+^) were only slightly affected (data not shown). On the other hand, while CD25^+^CD44^+^ (designated DN2) cell subset was unchanged, a subpopulation of thymocytes that express CD25 but lack CD44 at the cell surface (defined as DN3) was increased in the adult *PKBα* ^−/−^ thymus in comparison to wild-type controls (Figure 3A). These DN3 thymocytes are at a developmental stage immediately prior to the β-selection checkpoint. DN3 thymocytes with a productively rearranged *TCRβ* locus and a successful expression of the pre-TCR complex pass the β selection checkpoint, downregulate CD25, and develop into thymocytes with a DN4 phenotype (CD25^−^CD44^−^). In view of an accumulation of DN3 cells in *PKBα* ^−/−^ mice, we investigated whether it could be associated with a defect in *TCRβ* expression. We measured intracellular TCRβ protein using flow cytometry and found the expression of this receptor subunit in DN3 thymocytes at comparable levels in both *PKBα* ^−/−^ and control mice (Figure 3B). Furthermore, *PKBα* ^+/+^ and *PKBα* ^−/−^ DN4 thymocytes expressed intracellularly the TCRβ proteins (Figure S2B). These results suggest that the *PKBα* deletion does not impair the rearrangement or the expression of the *TCRβ* chain and that PKBα is not directly involved in the process of pre-TCR formation. However, the cell surface expression of the α chain of the interleukin-2 receptor (CD25) was increased among DN3 cells of *PKBα* ^−/−^ mice when compared to the equivalent subpopulation of wild-type mice, suggesting a role of PKBα in cell signaling at this stage of early thymocyte development (Figure 3C). Moreover, a population of immature thymocytes expressing CD8, but still lacking the cell surface expression of both CD4 and CD3, and displaying intracellular TCRβ proteins, accumulated in the thymus of *PKBα* ^−/−^ mutant mice (Figure 3D and 3E). These thymocytes represent a stage immediately prior to that of DP cells and are hence designated immature single CD8^+^ thymocytes (ISP8) [35]. However, no apparent differences in thymocyte proliferation, apoptosis, or size were detected when comparing *PKBα* ^+/+^ and *PKBα* ^−/−^ specific thymocyte subsets (Figure S2C and S2D and data not shown). Overall, our data reveal a critical role for PKBα in the transition from a DN to DP phenotype with a partial accumulation of DN3 and ISP8 thymocytes in mice deficient for *PKBα* expression.

**Figure 3:**
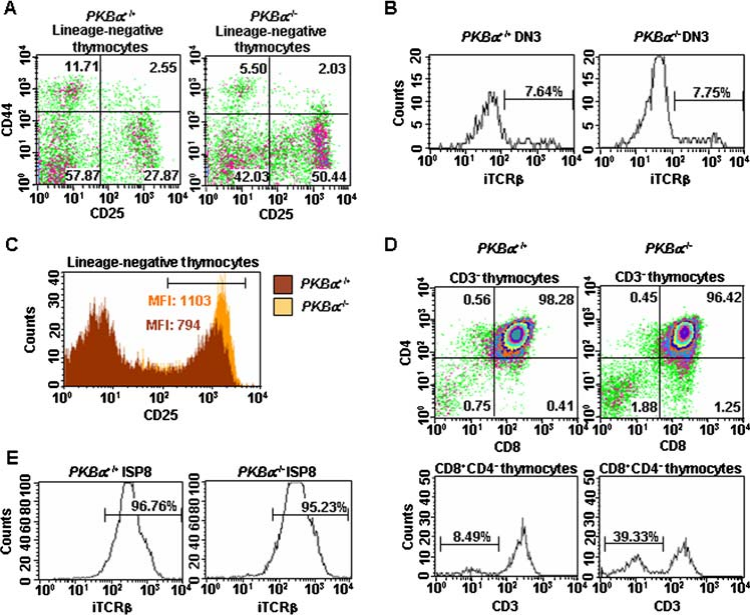
The lack of PKBα leads to an accumulation of DN3 and ISP8 early thymocyte subsets. Flow cytometric analysis of early thymocytes at the transition from DN to DP. A: Density plots show thymocytes from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice that were stained with cell surface markers for identification of lineage-negative thymocytes DN1 (CD25^−^CD44^+^), DN2 (CD25^+^CD44^+^), DN3 (CD25^+^CD44^−^), and DN4 (CD25^−^CD44^−^). B: Histograms show the intracellular protein expression of TCRβ (iTCRβ) in DN3 thymocytes from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice. C: Histograms show the surface expression of CD25 on lineage-negative *PKBα* ^+/+^ and *PKBα* ^−/−^ thymocytes. MFI: mean fluorescence intensity. D: Density plots and histograms show thymocytes from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice that were labeled with cell surface markers for identification of ISP8 (CD4^−^CD8^+^CD3^−^) thymocytes. E: Histograms show the intracellular protein expression of TCRβ (iTCRβ) in ISP8 thymocytes from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice. The results shown are representative of 3 independent experiments on 4 to 6 week-old mice. n≥4 (n = number of mice per genotype within the same experiment).

### The accumulation of thymocyte subsets at the DN to DP transition in early T cell development originates from the absence of PKBα in hematopoietic precursors

The thymus is composed of a heterogeneous population of cells, including thymocytes at various developmental stages and different stromal cells that are either hematopoietic, mesenchymal, or epithelial in origin. In thymocytes, PKBα was the main isoform located downstream of PDK1 since *PKBα* ^−/−^ thymocytes showed only minimally phosphorylated PKB levels at the PDK1 dependent-Thr308 residue (Figure 4A). *PKBα* expression was also observed in thymic epithelial cells (JG and GAH, unpublished), which are the most abundant component of the stromal compartment. Therefore, ablation of *PKBα* expression in either of these compartments could potentially account for the impairment in the transition from DN to DP thymocytes. To determine whether the observed phenotype was due to a lack of PKBα in non-hematopoietic stromal and/or in blood-borne cells, we next performed thymic grafting and fetal liver cell transfer experiments, respectively. In the first instance, we assessed the ability of *PKBα* ^−/−^ thymic stroma to support T cell development. For this purpose, embryonic day E15.5 thymi were isolated from both *PKBα* ^−/−^ and wild-type embryos. The fetal lobes were treated *in vitro* with deoxyguanosine for 6 days to deplete lymphoid cells, and then grafted under the kidney capsule of wild-type recipient mice. Four weeks post transplantation, the number of wild-type host-derived thymocytes developing within the *PKBα* ^−/−^ grafted thymic stroma was significantly reduced when compared to control tissue but regular thymocyte development was not affected (Figure 4B and 4C). In a second series of experiments, we evaluated the capacity of fetal liver derived-hematopoietic stem cells (HSC) from wild-type and *PKBα* ^−/−^ embryonic day E15.5 donors (CD45.2) to recapitulate normal thymopoiesis in wild-type thymic stromal environment of lethally-irradiated congenic (CD45.1) mice. Five weeks after reconstitution, the bone marrow chimeras had similar overall numbers of thymocytes and peripheral lymphocytes, irrespective whether they were derived from *PKBα* ^−/−^ or wild-type fetal liver cells (Figure 4B). Flow cytometric analyses further showed that *PKBα* ^−/−^ HSC were able to give rise to all thymocyte subsets (DN, DP, SP CD4^+^, and SP CD8^+^), but again both DN3 and ISP8 cells accumulated to the same extent as what had been observed in unmanipulated *PKBα* ^−/−^ mice (Figure 4D). Taken together, these data indicate that the accumulation of thymocytes during early T cell development observed in *PKBα*-deficient mice is the specific consequence of a lack of PKBα in lymphoid cells.

**Figure 4:**
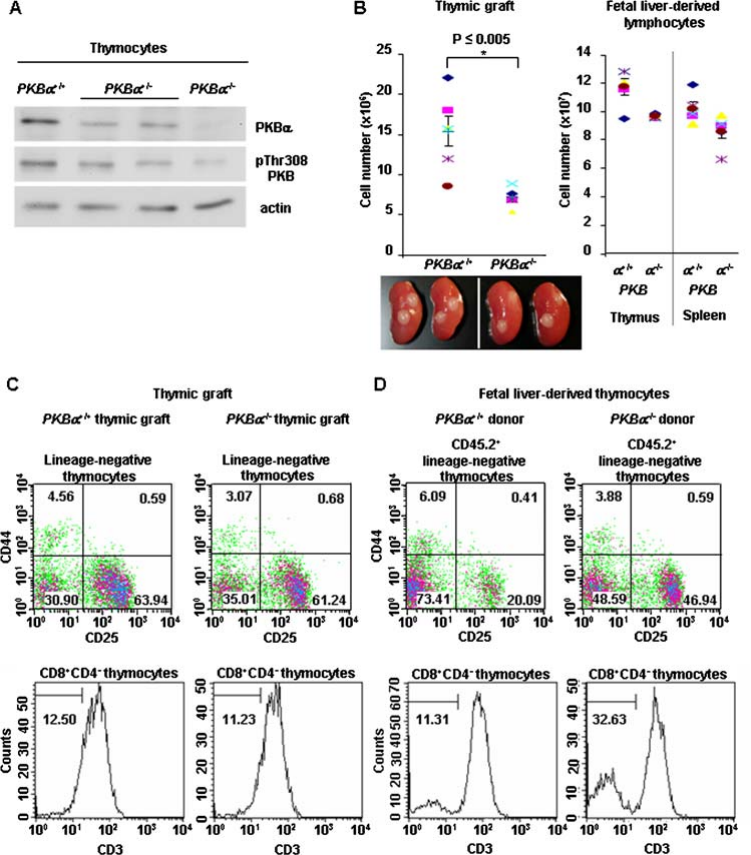
The accumulation of early thymocytes is due to PKBα deficiency in the lymphoid compartment. A: Western-blot analysis of 50 µg protein extracts from *PKBα* ^+/+^, *PKBα* ^+/−^, and *PKBα* ^−/−^ isolated thymocytes using antibodies directed against either PKBα or phospho(Thr308)-PKB (PDK1 site). Actin was used as a loading control. B: Thymocytes were isolated from *PKBα* ^+/+^ and *PKBα* ^−/−^ thymic grafts and counted 4 weeks post grafting (left panel). Lymphocytes were isolated from thymus and spleen of lethally irradiated congenic recipient mice injected with either *PKBα* ^+/+^ or *PKBα* ^−/−^ fetal liver cells and counted 5 weeks post transplant (right panel). Error bars represent standard error of the mean; n≥5. C–D: Flow cytometric analysis of lymphocytes. C: Host-derived thymocytes developed in the *PKBα* ^+/+^ or *PKBα* ^−/−^ fetal thymi grafted under the kidney capsule of wild-type mice were isolated 4 weeks post-grafting and stained with cell surface markers for identification of early thymocyte subsets. D: Thymocytes developed from *PKBα* ^+/+^ or *PKBα* ^−/−^ fetal liver-derived HSC in lethally-irradiated wild-type congenic mice were isolated 5 weeks after reconstitution and stained with cell surface markers for identification of early thymocyte subsets. Representative density plots and histograms are shown. n≥5 (n = number of mice per genotype within the same experiment).

### The absence of PKBα in early thymocytes affects the expression of genes known to be regulated in thymocyte and T cell response processes, and in interferon signaling

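Transcripts were measured in DN3 and ISP8 thymocytes of 8 mice, 4 lacking PKBα and 4 wild-type littermates. DN3 cells are CD4- and CD8-negative precursors in which the pre-TCR is assembled, and ISP8 cells are the immature CD8 single positive cells that follow them and precede the double positive stage. Both subsets were sorted from each mouse, so that 16 Affymetrix mouse genome arrays with 45101 probe sets each were obtained, 4 per subset and genotype. The first littermate pair was female and 5 weeks old, the second was male and 2 weeks old, the third was male and 3 weeks old, and the fourth was female and 3 weeks old. Equal numbers of cells were sorted within a pair, and the RNA was amplified in 2 cycles before hybridisation. The authors estimated expression with GC-RMA, which corrects for background and normalizes the arrays to each other, and the values are on a linear scale. The median value per array was 58.7 to 70.5 in wild-type DN3 cells, 58.5 to 67.5 in *PKBα* -/- DN3 cells, 55.1 to 60.4 in wild-type ISP8 cells and 56.0 to 60.3 in *PKBα* -/- ISP8 cells. Between 69.5% and 72.8% of the probe sets of an array had a value above 20. *Xist*, which is transcribed from the inactive X chromosome, and 1 or more probe sets each of the Y-linked *Eif2s3y*, *Kdm5d* and *Uty* (5 of 9 in all) separated the animals by the sex given for them.
Genotypes were compared within littermate pairs on log2 values with limma, separately for each subset. A probe set was tested when its value was above 20 in at least 1 animal of a pair in at least 3 pairs, which kept 33962 probe sets in DN3 cells and 34016 in ISP8 cells. A change passed at a Benjamini-Hochberg adjusted p under 0.05. These choices, 27 gene lists and the rule for naming genes were set before the data were examined. Littermates resembled each other: after removal of the genotype means, values of mice from the same pair correlated at 0.332 to 0.393 in DN3 cells, against -0.243 to 0.0873 for mice from different pairs, and at 0.112 to 0.208 against -0.203 to 0.0903 in ISP8 cells (across 22854 probe sets, which are not independent replicates). With the pair as a block, 13 probe sets passed in DN3 cells and 5 in ISP8 cells, and without it 1 and 2 passed. Of all probe sets, 34958 have 1 gene symbol in the annotation, 932 have several and 9211 have none, and genes are named here from the first group or from the paper's tables. The number of arrays limits the precision.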

As the developmental changes at early stages of thymocyte maturation appeared to be a cell-autonomous effect caused by the loss of *PKBα* expression, we next determined the gene expression profile in DN3 and ISP8 cells using Affymetrix microarrays. Expression data analysis of specific transcripts in wild-type DN3 and ISP8 sorted cells revealed that while PKBα was the main isoform in both of these thymocyte populations, PKBβ was expressed at a significantly lower level and PKBγ was present in an even lesser abundance (Figure 5A). These results suggest that PKBα is the main isoform expressed in DN3 and ISP8 thymocytes. 

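In wild-type cells, *Akt1*, which encodes PKBα, was measured by 4 probe sets with values of 1541 ± 361, 198 ± 42.0, 143 ± 24.0 and 10.1 ± 9.68 (SD, n = 4 mice) in DN3 cells. The same probe sets read 1969 ± 248, 275 ± 56.3, 151 ± 46.2 and 14.5 ± 10.9 (SD, n = 4) in ISP8 cells. *Akt2*, which encodes PKBβ, has 3 probe sets, with values of 323 ± 61.7, 1066 ± 285 and 133 ± 6.67 in DN3 cells and 239 ± 55.4, 1013 ± 173 and 157 ± 28.3 in ISP8 cells. The mean over the probe sets of *Akt1* was 473 ± 84.9 in DN3 cells and 603 ± 62.9 in ISP8 cells, and the mean over those of *Akt2* was 507 ± 104 and 469 ± 59.8. Without its probe set that may bind several transcripts, an alternative chosen after the values were seen, the mean of *Akt2* was 228 and 198. From DN3 to ISP8 cells the *Akt1* probe set with the highest values rose by 0.37 on the log2 scale (standard error 0.12, adjusted p = 0.0427 from limma), and no *Akt2* probe set passed that test (log2 changes of -0.44, -0.06 and 0.22).
Loss of the *Akt1* transcript was visible in both subsets of the *PKBα* -/- mice. That probe set fell to 9.45 ± 11.9 in DN3 cells, a log2 change of -8.08 (standard error 0.48, adjusted p = 6.2e-08), and to 5.78 ± 0.98 in ISP8 cells, a log2 change of -8.42 (standard error 0.27, adjusted p = 4.6e-09). These *PKBα* -/- means lie below 20, near background, which sets the size of the changes. The next *Akt1* probe set fell by 5.40 in DN3 cells (adjusted p = 0.00791) and fell by 5.74 in ISP8 cells (adjusted p = 0.0107). Another *Akt1* probe set read lower in 4 of 4 pairs of either subset (log2 changes of -1.85 and -1.94) without passing the test (adjusted p = 0.281 and 0.308). None of the *Akt2* probe sets passed in *PKBα* -/- cells, with log2 changes of -0.58, -0.03 and 0.09 in DN3 cells and 0.10, 0.20 and -0.17 in ISP8 cells (limma adjusted p from 0.837 to 0.995). Of 30 genes of the PI3K, PKB and mTOR pathway, *Akt1* was the single one to pass in either subset. Adjusted over the list alone, *Pik3r5*, a regulatory subunit of PI3K, also passed in ISP8 cells (log2 change of 0.49). The median change of this list was 0.02 in DN3 cells and 0.03 in ISP8 cells, while its mean, which includes *Akt1*, was -0.21 in both (camera, adjusted p = 0.827 and 0.383). Probe sets bind their targets with different strength, so the values of different genes are not on a common scale of transcript number. The PKBγ isoform is not analysed here.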

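Loss of PKBα changed 13 probe sets in DN3 cells, 6 higher and 7 lower, and 5 in ISP8 cells, 1 higher and 4 lower. Among the genes that rose in *PKBα* -/- DN3 cells were *Cd163l1*, a scavenger receptor family member known from γδ T cells, *Ctla4*, an inhibitory receptor of T cells, and *Mpzl2*, an adhesion molecule of the thymus. *Cd163l1* rose from 1207 ± 1181 to 2439 ± 1293 (SD, n = 4 mice), a log2 change of 1.29 (standard error 0.14, adjusted p = 5.4e-04 from limma). *Ctla4* rose from 1845 ± 397 to 2813 ± 461 in these cells, by 0.62 (standard error 0.098, adjusted p = 0.0196). For *Mpzl2*, 2 probe sets rose by 0.65 and 0.86 (adjusted p = 0.0041 and 0.00647) and the third had a log2 change of 0.57 that did not pass. *Zfp711*, a zinc finger protein gene, rose by 1.23 (adjusted p = 0.0407), and its second probe set was below the filter. One probe set of *Rpl7*, a ribosomal protein gene, rose by 0.44 (adjusted p = 0.0224), while its other 2 probe sets read -0.03 and -0.08.
The genes that fell in *PKBα* -/- DN3 cells included, besides *Akt1*, the interferon-inducible *Rsad2*, *Ifit1* and *Iigp1*. A probe set shared by the α-globin genes fell by 2.43 (adjusted p = 0.00224). *Becn1*, an autophagy gene, fell by 2.10 at 1 of its 5 probe sets (adjusted p = 0.00647), and the other 4 had log2 changes of -0.61 to 0.09. In *PKBα* -/- ISP8 cells the genes that fell were *Akt1*, *Nrip2* and *Uri1*. *Nrip2*, a nuclear receptor interacting protein gene, fell from 14184 ± 6703 to 2979 ± 4745 (SD, n = 4) at 1 of its 3 probe sets. This is a log2 change of -3.77 (standard error 0.48, adjusted p = 0.0241), with -1.06 in the third pair and a mean of -4.67 in the other pairs. The other probe sets read -0.03, below the filter, and 0.48. *Uri1*, which encodes a prefoldin-like chaperone, fell by 0.62 at 1 probe set (adjusted p = 0.0180) and read -0.21 and -0.11 at the others. The probe set that rose in ISP8 cells, by 1.12 (adjusted p = 0.0327), is described in Table 2 as similar to a sodium-coupled nucleoside transporter, and the annotation assigns it to several genes. Beside these ISP8 changes, the difference between the 3′ and 5′ control probe sets of actin, a sign of RNA integrity and labelling, was 0.24 higher on the log2 scale in *PKBα* -/- cells, in 4 of 4 pairs (exact sign-flip test, p = 0.13, the smallest that 4 pairs allow). In DN3 cells it was -0.17 (exact p = 0.375), and for *Gapdh* it was -0.07 in DN3 and 0.10 in ISP8 cells (exact p = 0.75 for each).
The next genes by limma's p, all moved the same way in 4 of 4 pairs, did not pass. In DN3 cells they included *Oas1a* and *Ccr9*, both lower and given below, and on the higher side *Rrm2*, a subunit of ribonucleotide reductase (log2 change of 0.60, adjusted p = 0.0760), and *Ptbp1*, a splicing regulator (1.33, adjusted p = 0.0867, with 0.10 and -0.71 at its other probe sets). In ISP8 cells they included *Sf3b2* (0.57), *Hnrnpk* (0.44), *Nudt21* (0.62), *Tubb2a* (0.45), *Hsd17b11* (0.57) and the pseudogene *Bambi-ps1* (1.09). On the other side stood *Rtn4*, a protein of the endoplasmic reticulum (-0.69, adjusted p = 0.111), the glutaminyl-tRNA synthetase gene *Qars* (-0.50) and *Ccnd2*, which encodes cyclin D2 (-0.61, adjusted p = 0.242). Other probe sets of *Sf3b2*, *Nudt21*, *Hnrnpk*, *Qars* and *Rtn4* read -0.09 to 0.40, -0.07 to 0.84, -0.03 to 0.04, 0.02 to 0.14 and -0.24 to 0.07. In both subsets more probe sets reached an unadjusted p under 0.05 than passed, 1642 (4.83% of those tested) in DN3 and 2067 (6.08%) in ISP8 cells. In simulated data of this design, limma recovered 45% of changes of 1 on the log2 scale in DN3 cells and 41.3% in ISP8 cells. Where nothing had changed, it called 0.7 and 1 probe sets on average and at most 3 and 6. The 5 probe sets that passed in ISP8 cells do not exceed the highest of these counts. With 1 pair left out in turn, 12 to 40 probe sets passed in DN3 cells (40 without replicate 2, 21 without replicate 1 and 21 without replicate 4) and 1 to 12 in ISP8 cells (12 without replicate 1 and 1 without replicate 4). Of the 13 probe sets 10 to 13 still passed, and of the 5 there was 1 left without replicate 2 or without replicate 4.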

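Few probe sets moved in both subsets. By the selection the methods describe, a paired test at p up to 0.05 with at least a 1.5-fold difference in the same direction in at least 3 of 4 pairs, 458 probe sets differed in DN3 cells, 176 higher and 282 lower. In ISP8 cells 521 did, 233 higher and 288 lower. The present and absent calls that the methods also use were not used here. Both subsets shared 7 probe sets that moved in the same direction, of 31143 tested in both, and 2 moved in opposite directions. They belong to 6 genes: *Akt1* at 2 probe sets, the interferon-inducible GTPase *Iigp1* (log2 changes of -0.84 in DN3 and -1.09 in ISP8), *Syn3* (-0.66 and -1.30), *Krtap10-4* (-0.82 and -0.76), the arginyltransferase gene *Ate1* (1.32 and 0.69) and *A630023P12Rik* (0.90 and 0.91). Chance would give 0.753 shared among the higher and 1.38 among the lower probe sets, and 2 and 5 were found, or 2 and 3 without the deleted *Akt1*. These chance values take the subsets as independent, although both were sorted from the same 8 mice. Differences between littermates other than the genotype are therefore not allowed for. limma called 2 probe sets in both subsets, both of *Akt1*.
Across the probe sets tested in both, the log2 changes of DN3 and ISP8 cells correlated at r = 0.0254 (Spearman's rho 0.00336), where probe sets are not independent replicates. The genotype effects of the subsets were also set against each other directly: of 36835 probe sets, none passed limma's test for a difference (smallest adjusted p = 0.961), and 1750 reached an unadjusted p under 0.05. In simulated data that test recovered 0.3% of differences of 0.58 and 7.7% of differences of 1 on the log2 scale. It therefore cannot decide whether the subsets were affected alike or differently. The genes ranked first in that test and moved one way in 4 of 4 pairs included *Marcksl1* (2.14), *Strbp* (0.59) and *Gm16794* (1.07) on the side higher in ISP8 cells and *Uri1* (-0.61), *Ccnd2* (-0.52) and *Rpl7* (-0.50) on the other. All 40 probe sets of Table 1 and all 55 of Table 2 moved in the direction the tables give, 33 and 46 of them in 4 of 4 pairs. They were chosen on these samples, so their direction is not independent evidence. The selection took 11 and 18 of them and limma passed 4 and 1. In simulated data in which nothing changed, the selection took 583.3 probe sets on average in DN3 cells (552 to 608) and 644 in ISP8 cells (611 to 683). With the genotypes exchanged within some pairs of the measured data, it took at most 433 in DN3 and 553 in ISP8 cells, against 458 and 521. After adjustment for all probe sets the methods' paired test calls none in either subset of the measured data (1486 and 1811 at an unadjusted p up to 0.05).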

Analyses of microarray data revealed that DN3 and ISP8 thymocytes were differently affected in their gene expression profiles by the absence of PKBα with only 5 genes being differentially expressed in both subpopulations (Tables 1 and 2). 

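*Ccr9*, a chemokine receptor that guides thymocytes, read lower in *PKBα* -/- DN3 cells, with 4686 ± 2571 in wild-type and 3289 ± 2098 in *PKBα* -/- cells (SD, n = 4 mice) at its probe set with the highest values. This is a log2 change of -0.62 (standard error 0.12), lower in 4 of 4 pairs, which did not pass (adjusted p = 0.0760 from limma) but did with an added constant of 20, without replicate 2 and without replicate 3. Its other 4 probe sets had log2 changes of -0.36, -0.88, -0.58 and -0.80, and none of them passed. In ISP8 cells the first of its probe sets changed by -0.48 (standard error 0.084, adjusted p = 0.197), also in 4 of 4 pairs, and the difference between the subsets was 0.14 (adjusted p = 0.985).
*Ccr9* belongs to 19 measured genes known to be induced by pre-TCR signaling, of which none passed in DN3 cells by limma and none by the methods' selection, with 4 at an unadjusted p under 0.05. Adjusted over the list alone, *Ccr9* was lower and 2 genes were higher: *Id3*, an inhibitor of E proteins (log2 change of 0.49), and *Cd53*, a tetraspanin (0.30). The median change of the list was 0.00 (camera, adjusted p = 0.618). With the mean of all probe sets of a gene in place of 1 probe set, the median was -0.08, and it was -0.03 without replicate 2 and -0.02 without replicate 4.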

In the DN3 subset, the absence of PKBα resulted for example in a down-regulation of the chemokine (C-C motif) receptor 9 (*CCR9*), whose expression is known to be induced upon pre-TCR signaling [36]. This result suggests that the absence of PKBα potentially affects pre-TCR signaling in DN3. Moreover, the integrin alpha E epithelial-associated (*Itgae* or *CD103*) gene, that is known to be expressed in DN and whose product interacts with E-cadherin on thymic epithelial cells, was downregulated in the absence of PKBα. Furthermore, 8 genes whose expression was modified in *PKBα* ^−/−^ DN3 are typically induced by interferon and were systematically downregulated in cells lacking PKBα. These genes constituted 50% of all the genes whose expression was downregulated as a consequence of *PKBα* ablation in DN3 cells. 

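*Itgae*, the αE integrin chain, read 451 ± 227 in wild-type and 288 ± 232 in *PKBα* -/- DN3 cells (SD, n = 4 mice) at the probe set of Table 1. The log2 change was -0.84 (standard error 0.20), lower in 4 of 4 pairs, and did not pass (adjusted p = 0.350 from limma). A further *Itgae* probe set changed by -0.39 and was lower in 3 of 4 pairs (adjusted p = 0.972). In *PKBα* -/- ISP8 cells the log2 changes were -0.51 and -0.78, lower in 3 of 4 and in 2 of 4 pairs, and neither passed. The values rest largely on replicate 3 (-1.58) for the first and on replicate 2 (-3.55) for the second.
Of 16 genes that mark the DN3 stage, none passed in DN3 cells by limma or the methods' selection, 4 reached an unadjusted p under 0.05, and the median change was 0.00 (camera, adjusted p = 0.939). Adjusted over the list alone, *Nrarp*, a target of Notch, was higher (0.54). Of 12 genes that mark the ISP8 and double positive stages, none passed by limma or the selection in DN3 cells, and *Ccr9* was the only member at an unadjusted p under 0.05 (median change -0.04, adjusted p = 0.306). *Itgae* pairs with E-cadherin on thymic epithelium. Markers of thymic epithelium and stroma in the sorted DN3 cells had a median change of 0.03 and a mean of -0.32 over 13 genes (adjusted p = 0.429), and in ISP8 cells -0.16 and -0.43 over 15 genes (adjusted p = 0.129). None of these passed by limma, 2 and 1 reached an unadjusted p under 0.05, and the selection took 1 in each subset. Taken pair by pair, the median of this list was below 0 in 4 of 4 pairs of each subset. Its mean was below 0 in 3 of 4 pairs of DN3 and 4 of 4 pairs of ISP8 cells. From the lower level of *CCR9*, a gene known to be induced by pre-TCR signaling, the paper proposes that the absence of PKBα potentially affects pre-TCR signaling in DN3 cells.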

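Table 1 gives 9 probe sets of 8 interferon-inducible genes, and all 9 read lower in *PKBα* -/- DN3 cells, 8 of them in 4 of 4 pairs. They were chosen on these samples, so their direction is not independent evidence. *Rsad2*, which encodes the antiviral protein viperin, fell from 1075 ± 364 to 381 ± 168 (SD, n = 4 mice), a log2 change of -1.54 (standard error 0.17, adjusted p = 5.4e-04 from limma). *Ifit1*, an antiviral RNA-binding protein, fell from 736 ± 197 to 292 ± 62.9, by 1.32 (standard error 0.17, adjusted p = 0.00224). *Iigp1*, an interferon-inducible GTPase, fell from 1212 ± 289 to 672 ± 136 at 1 probe set, by 0.84 (standard error 0.12, adjusted p = 0.00647), and its second had a log2 change of -0.88 (adjusted p = 0.352).
The other 5 genes did not pass. *Oas1a* and *Oasl2*, members of the oligoadenylate synthetase family, had log2 changes of -0.80 (adjusted p = 0.0760) and -0.70 (adjusted p = 0.378). For *Usp18*, the protease that removes ISG15, the change was -0.83 (adjusted p = 0.281), lower in 3 of 4 pairs. *Rtp4* had -0.44 (adjusted p = 0.281), and *Eif2ak2*, the kinase PKR, had -0.38 (adjusted p = 0.972). Of the 9 probe sets, 8 reached an unadjusted p under 0.05 and 4 met the methods' selection.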

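By the methods' selection, 219 genes other than *Akt1* were lower in *PKBα* -/- DN3 cells, and 8 of them, or 3.65%, belong to the lists of interferon-inducible genes. Without replicate 2 there were 5 of 210, or 2.38%. These lists hold 70 of the 14551 genes tested, or 0.481%. The selection was made without the present and absent calls and took 11 of the 40 probe sets of Table 1. In simulated data in which nothing changed it took 583.3 probe sets on average, so many of the 219 genes may be chance selections. The share is therefore not a like-for-like measure of the paper's. Among the lower genes of Table 1 with 1 gene symbol, 8 of 14, or 57.1%, belong to these lists. Of the 4 genes that limma called lower, 3 are interferon-inducible (*Rsad2*, *Ifit1* and *Iigp1*), and the fourth is *Becn1*.
As a group, the type I interferon-inducible genes stood lower in *PKBα* -/- DN3 cells: 43 of 47 were below 0, 2 passed over all probe sets, 19 were lower when adjusted over the list alone, and the median log2 change was -0.28 (camera, adjusted p = 4.6e-26). The call was lost with an estimated correlation (camera, adjusted p = 0.167) and by fry (adjusted p = 0.0944). Beside the genes of Table 1, the list contains *Ifit3*, an antiviral protein (log2 change of -1.76), *Irf7*, the transcription factor that amplifies the response (-0.88), and the RNA sensor *Ifih1* (-0.39). Of 31 interferon-γ-inducible GTPases and antigen presentation genes, 25 were below 0, *Iigp1* passed, 1 was lower when adjusted over the list alone, and the median was -0.13 (camera, adjusted p = 6.7e-06, but adjusted p = 0.167 with an estimated correlation). The estimated correlation of this list was -0.0095, below the preset 0.01, so correlated genes do not account for that lost call. DN3-stage genes, with a median of -1.72 between the wild-type subsets, did not pass with an estimated correlation either (camera, adjusted p = 0.135). A call lost in that test therefore does not by itself show that correlated genes made it. *Nlrc5*, an activator of MHC class I genes, had a log2 change of -0.52. Without the genes of Tables 1 and 2, the medians were -0.25 (camera, adjusted p = 4.0e-16) and -0.09 (adjusted p = 0.00264), but adjusted p = 0.305 with an estimated correlation for both.
Markers of other cells were also tested as lists in these DN3 cells. Genes of erythroid cells had a median change of -0.79 over 7 genes (camera, adjusted p = 0.00861, but adjusted p = 0.325 with an estimated correlation; -0.51 without replicate 4 and -0.40 with an added constant of 20), and those of neutrophils had -1.28 over 6 genes (adjusted p = 0.00893, but adjusted p = 0.572 with an estimated correlation). The neutrophil call was lost without replicate 2, where the median was -0.39 (adjusted p = 0.363), and without replicate 4 (adjusted p = 0.123). Adjusted over the list alone, 1 erythroid gene and the neutrophil gene *S100a8* (-2.37) were lower. Dendritic cell and macrophage genes had a median of 0.02 over 21 genes (camera, adjusted p = 0.0961; without replicate 2 the median was 0.27 with adjusted p = 0.00803, but adjusted p = 0.530 with an estimated correlation, and it was -0.05 with no filter and -0.02 with the mean of all probe sets), with *H2-Aa* at 1.19 (higher when adjusted over the list alone), *Cd74* at 0.90 and *Lyz2* at 0.38. The α-globin probe set that fell represents no gene of these lists, because it is shared. Of these 3 lists, none of the genes passed limma or met the methods' selection, and 1, 2 and 7 reached an unadjusted p under 0.05.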

In the ISP8 subset, several genes known to be induced in their expression upon TCR activation or involved in T cell activation were found to be downregulated in the absence of PKBα: the cell membrane glycoprotein *CD53* antigen, the lymphocyte antigen 6 complex locus A (*Ly6a*), the lymphocyte antigen 6 complex locus C (*Ly6c*), the T-cell specific GTPase (*TGTP*), or the MHC class II antigen (*H2-Aa*). In contrast, transcripts for other gene products known to act as negative regulators in TCR signaling, or in other pathways involved in T cell activation, were upregulated in the absence of PKBα, including the suppressor of cytokine signaling 3 (*SOCS3*), the cytotoxic T-lymphocyte-associated protein 4 (*CTLA-4*), or the immunoglobulin superfamily member *Igsf3*. Furthermore, some genes whose expression was upregulated in *PKBα* ^−/−^ ISP8, such as *PTEN*, *Notch3*, and one of its target genes *Dtx1*, have previously been shown to be involved in the transition from DN to DP thymocytes [37], [38]. 

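The genes named here read lower in *PKBα* -/- ISP8 cells in 4 of 4 pairs at 1 probe set each. None passed limma, and the methods' selection took *TGTP*. *Cd53*, a tetraspanin of lymphocytes, read 388 ± 175 in wild-type and 287 ± 105 in *PKBα* -/- cells (SD, n = 4 mice), a log2 change of -0.37 (standard error 0.18, adjusted p = 0.818 from limma). For *Ly6c*, a surface antigen of T cell subsets, the probe set of Table 2 read 543 ± 171 and 321 ± 80.1, a change of -0.74 (standard error 0.18, adjusted p = 0.532). *TGTP*, an interferon-inducible GTPase of T cells, read 1455 ± 250 and 958 ± 360, a change of -0.66 (standard error 0.14, adjusted p = 0.350). The annotation assigns the *Ly6c* and *TGTP* probe sets to several genes each, and the names are those of Table 2. *H2-Aa*, an MHC class II chain, read 170 ± 33.0 and 114 ± 49.0 at the probe set of Table 2. The change was -0.71 (standard error 0.27, adjusted p = 0.803), with -1.57 in the second pair and a mean of -0.42 in the other pairs. The other 3 *H2-Aa* probe sets read -0.23, -0.65 and -2.11, the latter at 21.9 in wild-type cells, near background. In DN3 cells the changes were 0.30 for *Cd53*, higher in 4 of 4 pairs, -0.20 for *Ly6c*, -0.23 for *TGTP*, and 1.01, 1.19 and 0.89 for *H2-Aa*.
Among the 19 genes induced by pre-TCR signaling, none passed in ISP8 cells by limma or by the methods' selection, 3 reached an unadjusted p under 0.05, and the median change was -0.01 (camera, adjusted p = 0.811). *Ccr9* was lower when adjusted over the list alone, and the early growth response gene *Egr2* had a change of -0.65. With the mean of all probe sets of a gene the median was 0.04, and without replicate 3 it was 0.02. Of 26 genes of mature single positive T cells, 6 were lower when adjusted over the list alone and none passed over all probe sets, with 8 at an unadjusted p under 0.05 and 1 selected by the methods' rule. Among them were *Il7r*, the interleukin 7 receptor (-0.42), *Cd52* (-0.63), the chemokine *Ccl5* (-1.42) and the MHC class I gene *H2-K1* (-0.35). The median was -0.07 (camera, adjusted p = 0.0188, but adjusted p = 0.456 with an estimated correlation). It was -0.28 without replicate 2 and 0.03 without replicate 3, where the call was lost (adjusted p = 0.457).
Dendritic cell and macrophage genes were below 0 for 15 of 18 genes in these ISP8 cells, with a median of -0.25 (camera, adjusted p = 0.00286, but adjusted p = 0.288 with an estimated correlation), which was -0.10 without replicate 2 and -0.45 without replicate 4. Examples are the protease *Ctss* (-0.59) and the lysozyme gene *Lyz2* (-1.73). None passed, and 4 reached an unadjusted p under 0.05. All 7 neutrophil genes were below 0, with a median of -2.05 (camera, adjusted p = 1.9e-06, but adjusted p = 0.288 with an estimated correlation; -1.20 without replicate 3), and 5 were lower when adjusted over the list alone, among them *S100a8* (-3.95), *S100a9* (-3.96) and *Ngp* (-2.05). None of the 7 passed over all probe sets, with 5 at an unadjusted p under 0.05 and 1 selected by the methods' rule.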

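*Ctla4*, the inhibitory receptor that competes with CD28, read 246 ± 67.7 in wild-type and 654 ± 186 in *PKBα* -/- ISP8 cells (SD, n = 4 mice), higher in 4 of 4 pairs. Its log2 change of 1.41 (standard error 0.23) did not pass over all probe sets (adjusted p = 0.158 from limma) but did in 1 fit of all 16 arrays and without replicate 3. *Socs3*, a feedback inhibitor of cytokine receptors, read 134 ± 41.1 and 191 ± 37.5, a change of 0.54 (standard error 0.23, adjusted p = 0.803) that was higher in 3 of 4 pairs, with 0.16 and 0.44 at its other probe sets. *Igsf3*, the immunoglobulin superfamily member of Table 2, read 296 ± 44.8 and 436 ± 56.7 at the probe set of Table 2, a change of 0.56 (standard error 0.16, adjusted p = 0.681), with 0.43 and 0.14 at the others.
Of 15 inhibitors of T cell activation, none passed in ISP8 cells over all probe sets, 6 reached an unadjusted p under 0.05, 5 of them higher, and 2 were selected by the methods' rule. Adjusted over the list alone, *Ctla4* and *Dgka*, a diacylglycerol kinase that limits TCR signals (0.40), were higher, while *Cish*, a cytokine-induced inhibitor, had a change of -0.84. The median change was 0.11 (camera, adjusted p = 0.0326, but adjusted p = 0.435 with an estimated correlation). The call was lost with quantile normalization (adjusted p = 0.0521) and without replicate 1, 2 or 4 (adjusted p from 0.0534 to 0.183), and the median was -0.04 without replicate 4. In DN3 cells *Ctla4* passed and was the single member to do so, also when adjusted over the list alone, and the median was 0.07 (adjusted p = 0.142). The list includes the genes named in Table 2, which were chosen on these samples.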

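*Dtx1*, a Notch target that modulates Notch signaling, read 725 ± 465 in wild-type and 1240 ± 607 in *PKBα* -/- ISP8 cells (SD, n = 4 mice). This is a log2 change of 0.85 (standard error 0.14), higher in 4 of 4 pairs, at 1 of its 2 probe sets, which did not pass (adjusted p = 0.153 from limma) but did in 1 fit of all 16 arrays. The second *Dtx1* probe set had a change of 0.24. *Notch3*, a receptor of the DN stages, read 174 ± 37.0 and 218 ± 42.1 at the probe set of Table 2 (log2 change 0.33, standard error 0.20, adjusted p = 0.839). A second probe set of *Notch3* read 1123 ± 319 and 1449 ± 457 (0.36, standard error 0.12, adjusted p = 0.753), and both were higher in 4 of 4 pairs. In DN3 cells *Notch3* had changes of -0.07 and -0.03, and *Dtx1* had 0.25 (adjusted p = 0.972) and -0.18. Of these, the methods' selection took *Dtx1* in ISP8 cells.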

Finally, 6 genes differentially expressed in *PKBα* ^−/−^ ISP8 are interferon-inducible in their expression and were systematically downregulated in cells lacking PKBα. These genes constituted 29% of all the genes whose expression was downregulated in *PKBα* ^−/−^ ISP8 cells.

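Table 2 gives 6 interferon-inducible probe sets, and all 6 read lower in *PKBα* -/- ISP8 cells, 5 of them in 4 of 4 pairs. Because they were chosen on these samples, the direction is not independent evidence. *Rsad2* read 452 ± 136 in wild-type and 227 ± 75.3 in *PKBα* -/- cells (SD, n = 4 mice), a log2 change of -1.0 (standard error 0.22, adjusted p = 0.420 from limma). Its other probe sets had changes of -1.71, higher in 1 of 4 pairs, and 0.78, higher in 3 of 4. The latter read 20.2 in wild-type cells, near background. *Rtp4*, a chaperone of receptor transport, had a change of -0.83 (adjusted p = 0.502), lower in 3 of 4 pairs. Among the others are the *Ly6c*, *TGTP* and *H2-Aa* probe sets already given. None of the 6 passed over all probe sets, all 6 reached an unadjusted p under 0.05, and 1 met the methods' selection. Of the genes of Table 1, *Iigp1* had a change of -1.09 in ISP8 cells (adjusted p = 0.520) and *Ifit1* had -0.88 (adjusted p = 0.777), while *Eif2ak2* was higher in 3 of 4 pairs at the probe set of Table 1 (0.67) and had -0.52 at its probe set with the highest values.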

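By the methods' selection, 215 genes other than *Akt1* were lower in *PKBα* -/- ISP8 cells, and 3 of them, or 1.40%, belong to the lists of interferon-inducible genes, which hold 67 of the 14684 genes tested, or 0.456%. The counts take genes with 1 symbol, so that *TGTP*, which was selected, is not among the 3. Without replicate 1 there were 5, or 1.96%, without replicate 2 or replicate 3 there was 1, and without replicate 4 there were none. Here the selection took 18 of the 55 probe sets of Table 2, and 644 on average in simulated data in which nothing changed. This share is therefore not a like-for-like measure of the paper's either. Among the lower genes of Table 2 with 1 gene symbol, 2 of 15, or 13.3%, belong to these lists. Neither of the 2 genes that limma called lower, *Nrip2* and *Uri1*, is on these lists.
In ISP8 cells 33 of 46 type I interferon-inducible genes were below 0 and the median log2 change was -0.29 (camera, adjusted p = 6.2e-07, but adjusted p = 0.288 with an estimated correlation and 0.181 by fry). None passed over all probe sets by limma, 8 were lower when adjusted over the list alone, 16 reached an unadjusted p under 0.05 and the methods' selection took 1. Examples are *Trim30a* (-0.53), *Ifi35* (-0.41) and *Ifi27l2a* (-0.67), all lower in 4 of 4 pairs. Of 30 interferon-γ-inducible GTPases and antigen presentation genes, 22 were below 0, with a median of -0.13 (camera, adjusted p = 3.7e-04, but adjusted p = 0.288 with an estimated correlation and 0.181 by fry). None of them passed, 4 were lower when adjusted over the list alone, 6 reached an unadjusted p under 0.05 and 2 were selected. *Irgm1*, a GTPase of host defence, had a change of -0.33. Left without the genes of Tables 1 and 2, the lists had medians of -0.14 (camera, adjusted p = 4.5e-04, but adjusted p = 0.314 with an estimated correlation) and -0.11 (adjusted p = 0.0407, but adjusted p = 0.400 with an estimated correlation). Neutrophil and dendritic cell genes also stood lower in these cells, with medians of -2.05 and -0.25.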

**Figure 5:**
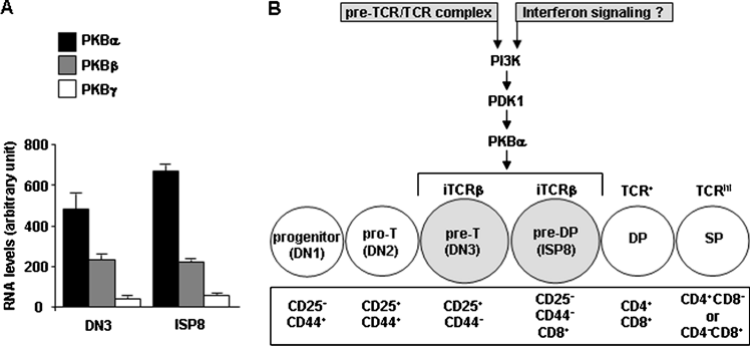
PKBα is the main isoform in DN3 and ISP8 thymocyte subsets. A: mRNA levels of PKBα, PKBβ, and PKBγ isoforms in DN3 and ISP8 thymocyte subsets. The expression data obtained following microarray analysis were corrected for GC-bias within oligos, allowing gene expression signals to be expressed on the same scale; this permits a semi-quantitative comparison of the expression of different genes. B: Proposed model of PKBα mediating PI3K signaling at the transition from DN to DP thymocyte subsets. iTCRβ and TCR refer to intracellular and surface expression of TCRβ, respectively.

**Table 1:** Genes with altered expression in PKBα^−/−^ FACS sorted DN3 thymocyte subset compared to PKBα^+/+^ cells.

	Gene name	Gene symbol	Affymetrix identification	GenBank accession number	Regulation (a)
pre-TCR signaling	chemokine (C-C motif) receptor 9	Ccr9	1427419_x_at	NM_009913	down regulated (×1.6)
	T cell receptor beta chain, clone library HK8.3-6F8	TCRb-V13	1444088_at	BE447255 (UniGene)	down regulated (×2.5)
T cell response/development process	integrin, alpha E, epithelial-associated	Itgae, CD103	1447541_s_at	NM_008399, NM_172944	down regulated (×1.6)
	phosphodiesterase 2A, cGMP-stimulated	Pde2a	1447707_s_at	NM_001008548	up regulated (×1.9)
Interferon-inducible	eukaryotic translation initiation factor 2-alpha kinase 2	Eif2ak2, PKR	1422006_at	NM_011163	down regulated (×1.7)
	interferon-induced protein with tetratricopeptide repeats 1	Ifit1, garg16	1450783_at	NM_008331	down regulated (×3.3)
	interferon inducible GTPase 1	Iigp1	1419042_at, 1419043_a_at	NM_021792	down regulated (×2.9)
	2′-5′ oligoadenylate synthetase 1A	Oas1a	1424775_at	NM_145211	down regulated (×2.2)
	2′-5′ oligoadenylate synthetase-like 2	Oasl2	1453196_a_at	NM_011854	down regulated (×2.0)
	radical S-adenosyl methionine domain containing 2 (*)	Rsad2, vig1, cig5, viperin	1436058_at	NM_021384	down regulated (×3.6)
	Receptor transporter protein 4 (*)	Rtp4, Ifrg28	1418580_at	NM_023386	down regulated (×1.6)
	ubiquitin specific peptidase 18	Usp18, UBP43, Ubp15	1418191_at	NM_011909	down regulated (×2.4)
Inflammation	scavenger receptor cysteine-rich type 1 protein CD163c-alpha precursor (*)	E430002D04Rik	1440808_x_at, 1455527_at	NM_172909	up regulated (×3.0)
	MAD homolog 7 (Drosophila)	Smad7	1423389_at	NM_001042660	up regulated (×1.6)
Signal transduction	G protein-coupled receptor, family C, group 5, member B	Gprc5b, Raig-2	1424613_at	NM_022420	up regulated (×2.3)
Transcription	RIKEN cDNA 1110051B16 gene	1110051B16Rik	1445710_x_at	NM_183389	down regulated (×2.1)
	predicted gene, EG622175	EG622175	1440202_at	XM_898168, XM_911074	up regulated (×1.7)
	myeloid leukemia factor 1 interacting protein	Mlf1ip	1428518_at	NM_027973	up regulated (×1.7)
	RAD54 homolog B (S. cerevisiae)	Rad54b	1434734_at	NM_001039556	up regulated (×1.7)
Other	cyclin-dependent kinase inhibitor 1A (P21)	Cdkn1a	1421679_a_at	NM_007669	down regulated (×1.7)
	plasma glutamate carboxypeptidase	pgcp, Hls2, Lal-1	1416441_at	NM_176073	down regulated (×1.6)
	aldo-keto reductase family 1, members C12 and C13	Akr1c12, Akr1c13	1422000_at	NM_013777	up regulated (×4.6)
	adaptor-related protein complex 3, mu 1 subunit	Ap3m1	1416374_at	NM_018829	up regulated (×1.7)
	HEAT repeat containing 1	Heatr1	1437965_at	NM_144835	up regulated (×1.8)
	ribonucleotide reductase M2	Rrm2	1448226_at	NM_009104	up regulated (×1.9)
	synaptotagmin-like 4	Sytl4	1417336_a_at	NM_013757	up regulated (×2.0)
	testis derived transcript	Tes	1424246_a_at	NM_011570, NM_207176	up regulated (×1.8)
	TCDD-inducible poly(ADP-ribose) polymerase	Tiparp	1452161_at	NM_178892	up regulated (×2.2)
	vitamin K epoxide reductase complex, subunit 1-like 1	Vkorc1l1	1429092_at	NM_001001327, NM_027121	up regulated (×1.7)
Unknown	PREDICTED: hypothetical protein LOC77994	2810055G20Rik	1445363_at, 1456787_at	BB451286 (UniGene)	down regulated (×2.4)
	cDNA sequence BC013672	BC013672	1439114_at, 1451777_at	NM_001081215	down regulated (×2.3)
	RIKEN cDNA 5830431A10 gene	5830431A10Rik	1436491_at	XR_002313	up regulated (×2.2)
	RIKEN cDNA A630023P12 gene (*)	A630023P12Rik	1455370_at	NM_173766	up regulated (×2.0)
	RIKEN cDNA B230342M21 gene	B230342M21Rik (LOC100637)	1444143_at	NM_133898	up regulated (×1.8)
	Mus musculus, clone IMAGE:3983821 (*)		1427820_at	BC021831	up regulated (×2.3)
	gb:BB337926		1440400_at	BB337926	up regulated (×1.7)

(a) P≤0.05, significant changes of ≥1.5-fold.

(*) genes modified in both DN3 and ISP8 subsets.

**Table 2:** Genes with altered expression in PKBα^−/−^ FACS sorted ISP8 thymocyte subset compared to PKBα^+/+^ cells.

	Gene name	Gene symbol	Affymetrix identification	GenBank accession number	Regulation (a)
TCR signaling	CD53 antigen	Cd53	1448617_at	NM_007651	down regulation (×1.8)
	suppressor of cytokine signaling 3	Socs3	1455899_x_at	NM_007707	up regulation (×2.0)
T cell response/development process	gap junction membrane channel protein alpha 1	Gja1, connexin43	1415800_at, 1437992_x_at	NM_010288	down regulation (×1.9)
	cytotoxic T-lymphocyte-associated protein 4	Ctla4, Cd152, Ly-56, Ctla-4	1419334_at	NM_009843	up regulation (×4.6)
	deltex 1 homolog (Drosophila)	Dtx1	1425822_a_at	NM_008052	up regulation (x 1.9)
	immunoglobulin superfamily, member 3	Igsf3, V7, Cd101, Igsf2	1455049_at	NM_207205	up regulation (×1.9)
	phospholipase C, beta 2, similar to phospholipase C, beta 2	LOC545451, Plcb2	1452481_at	NM_177568	up regulation (×1.9)
	Notch gene homolog 3 (Drosophila)	Notch3	1421964_at	NM_008716	up regulation (×1.9)
	phosphatidylinositol 3-kinase catalytic delta polypeptide	Pik3cd, p110δ	1453281_at	NM_001029837, NM_008840	up regulation (×1.6)
	Phosphatase and tensin homolog	Pten	1441593_at	NM_008960	up regulation (×2.2)
Interferon-inducible	Histocompatibility 2, class II antigen A, alpha	H2-Aa	1438858_x_at	NM_010378	down regulation (×1.9)
	lymphocyte antigen 6 complex, locus A	Ly6a, TAP, Sca1, Ly-6A.2, Ly-6A/E, Ly-6E.1	1417185_at	NM_010738	down regulation (×1.8)
	lymphocyte antigen 6 complex, locus C	Ly6c	1421571_a_at	NM_010741	down regulation (×2.2)
	radical S-adenosyl methionine domain containing 2 (*)	Rsad2, vig1, cig5, viperin	1436058_at	NM_021384	down regulation (×2.9)
	Receptor transporter protein 4 (*)	Rtp4, Ifrg28	1418580_at	NM_023386	down regulation (×2.3)
	T-cell specific GTPase	Tgtp, Gtp2; Mg21	1449009_at	NM_011579	down regulation (×1.8)
Inflammation	scavenger receptor cysteine-rich type 1 protein CD163c-alpha precursor (*)	E430002D04Rik	1455527_at	NM_172909	up regulation (×2.2)
Signal transduction	guanine nucleotide binding protein (G protein), gamma 12	Gng12	1421947_at	NM_025278	down regulation (×1.6)
	tubulin, beta 3	Tubb3	1415978_at	NM_023279	down regulation (×1.8)
	BMP and activin membrane-bound inhibitor, pseudogene (Xenopus laevis)	Bambi-ps1	1456178_at	BF730112 (UniGene)	up regulation (×3.4)
Transcription	nuclear factor I/X	Nfix	1436364_x_at	NM_010906	down regulation (×1.8)
	gb:BG073921	AF4/FMR2 family, member 1, Aff1, Af4, Rob, Mllt2h	1444937_at	NM_133919	up regulation (×2.3)
Other	Acyl-CoA thioesterase 6	Acot6	1428803_at	NM_172580	down regulation (×1.6)
	expressed sequence C85492	C85492, Ago61	1436489_x_at	NM_153540	down regulation (×2.6)
	cyclin D2	Ccnd2	1430127_a_at, 1434745_at	NM_009829	down regulation (×2.0)
	cytoplasmic FMR1 interacting protein 1	Cyfip1	1416329_at	NM_011370	down regulation (×2.2)
	similar to Zinc finger DHHC domain containing protein 6 (H4 homolog)	LOC433204, Zdhhc6	1441611_at	NM_001033573, NM_025883	down regulation (×1.8)
	region containing histocompatibility 2, Q region locus 9 and locus 7	LOC630509, LOC674192	1418536_at		down regulation (×1.9)
	protein disulfide isomerase associated 5	Pdia5	1424650_at	NM_028295	down regulation (×1.6)
	solute carrier family 22 (organic cation transporter), member 3	Slc22a3, EMT; EMTH; OCT3	1420444_at	NM_011395	down regulation (×2.0)
	testis derived transcript	Tes, TESS, Tes1, Tes2, testin2, D6Ertd352e	1460378_a_at	NM_011570, NM_207176	down regulation (×1.7)
	RIKEN cDNA 2310032D16 gene	2310032D16Rik, Prei4	1458701_at	NM_001042671, NM_001042672, NM_028802	up regulation (×2.2)
	arginine-tRNA-protein transferase 1	Ate1	1420652_at	NM_001029895, NM_013799	up regulation (×1.9)
	RIKEN cDNA 5730405I09 gene, cyclin Y	Ccny	1441283_at	NM_026484	up regulation (×3.6)
	CDC14 cell division cycle 14 homolog B (S. cerevisiae)	Cdc14b	1437070_at	NM_172587	up regulation (×1.7)
	cytidine monophospho-N-acetylneuraminic acid hydroxylase	Cmah	1421214_at, 1447019_at	NM_007717	up regulation (×2.1)
	fibulin 1	Fbln1	1451119_a_at	NM_010180	up regulation (×2.1)
	hepatoma-derived growth factor, related protein 3	Hdgfrp3, HRP-3	1423252_at	NM_013886	up regulation (×1.7)
	similar to solute carrier family 28 (sodium-coupled nucleoside transporter), member 2	LOC381417, Slc28a2, cnt2	1450639_at	NM_172980	up regulation (×2.2)
	nudix (nucleoside diphosphate linked moiety X)-type motif 21	Nudt21	1455966_s_at	NM_026623	up regulation (×2.0)
	palmitoyl-protein thioesterase 1	Ppt1, PPT, CLN1, INCL	1420015_s_at	NM_008917	up regulation (×1.8)
	Sfi1 homolog, spindle assembly associated (yeast)	Sfi1	1426787_at	NM_030207	up regulation (×2.1)
	gb:BB201882	zinc finger RNA binding protein (zfr)	1443353_at	NM_011767	up regulation (×2.7)
Unknown	RIKEN cDNA 2610019E17 gene	2610019E17Rik	1419798_at	AK011460	down regulation (×1.5)
	RIKEN cDNA 1700054N08 gene	1700054N08Rik	1424796_at	NM_028536	up regulation (×1.8)
	RIKEN cDNA 5830416P10 gene	5830416P10Rik	1453244_at	AK017935	up regulation (×2.5)
	RIKEN cDNA A130022J15 gene	A130022J15Rik	1433671_at	NM_175313	up regulation (×1.6)
	RIKEN cDNA A630023P12 gene (*)	A630023P12Rik	1455370_at	NM_173766	up regulation (×2.7)
	CDNA sequence BC031575, mRNA, RIKEN cDNA 4921513D23 gene	BC031575, 4921513D23Rik	1447110_at	NM_153549	up regulation (×2.3)
	gb:BG086638		1420312_s_at	BG086638	up regulation (×4.0)
	Mus musculus, clone IMAGE:3983821 (*)		1427820_at	BC021831	up regulation (×2.1)
	gb:AW546720		1446882_at	AW546720	up regulation (×1.7)

(a) P≤0.05, significant changes of ≥1.5-fold.

(*) genes modified in both DN3 and ISP8 subsets.

## Discussion

### The deletion of *PKBα* leads to a reduced size of the thymus in mouse neonates, which is attributed to hypocellularity

The regulation of both cell number and volume contributes to the establishment of organ size. A number of studies have implicated the PI3K signaling pathway, and more specifically PKB, in determination of cell, organ, and body size. Tissue-specific activation of this pathway, either by expressing active PI3K or PKB or by deleting PTEN, results in an increased organ weight, a finding often associated with enlarged cell volume [39]–[41]. In contrast, the ablation of a single PKB isoform causes a reduction in the size of the animal and/or specific organs. For instance, deletion of *PKBα* leads to a 30% reduction of body weight [26], [28], [34], while ablation of *PKBγ* specifically causes a significant reduction in brain tissue due to reduced cell number and size [29], [32]. In this study, we report a disproportionally reduced thymic size in *PKBα* ^−/−^ neonates that consistently show reduced thymic cellularity, the extent of which was somewhat variable. This decrease was not due to an increase in thymocyte apoptosis. Contrary to this latter result, a previous study reported an increase in spontaneous apoptosis among *PKBα* ^−/−^ thymic cells of adult mice [26] yet, this observation was not linked to any reduced organ size. This apparent discrepancy between the two studies may possibly arise from a variation in the age of the mice analyzed and/or from differences in the genetic background; while the genetic background of the *PKBα* ^−/−^ mice in our study was statistically above 90% C57Bl/6, in the study reported by Chen *et al.* it was an equal mix of C57Bl/6 and 129 R1.

The lymphoid component of the thymus is not self-renewing and must be continually reseeded by fetal liver or adult bone marrow derived thymic progenitor cells. As such, the decrease in thymocyte numbers observed in *PKBα* ^−/−^ neonates could be lymphoid cell autonomous and relate to a reduction in either the absolute number or the efficiency of thymic progenitor cells. Alternatively, or additionally, the thymic cellularity could be affected by a defective thymic microenvironment in *PKBα* ^−/−^ neonates. Indeed, *PKBα*-deficient thymic grafts displayed a decrease in thymocyte number, which was not associated with impaired T cell development. In addition, in some of the *PKBα* ^−/−^ neonates, thymic sections analyzed using hematoxylin and eosin staining as well as immunohistology displayed disorganized cortical/medullary epithelial cell compartment (Figure S3). However, neither cellularity nor morphology was abnormal in thymi of adult *PKBα* ^−/−^ mice nor in *PKBβ* ^−/−^ and *PKBγ* ^−/−^ neonatal thymi. We speculate that the hypocellularity observed in *PKBα* ^−/−^ neonatal thymi could be due to a delay in thymic development, possibly and partly originating from a defective microenvironment within the thymus at early stages.

### The lack of PKBα in lymphoid cells leads to an accumulation of thymocyte subsets at the DN to DP transition in early T cell development

Alteration in specific components of the PI3K signaling pathway, such as PDK1, leads to an impaired transition from DN to DP thymocytes, suggesting an essential role of factors downstream of PDK1 in T cell development. PKB is the most important mediator of the PI3K signaling and, from our data, PKBα is the main functional PKB isoform positioned downstream of PDK1 in thymocytes. Our study highlights an accumulation of *PKBα* ^−/−^ DN3 and ISP8 thymocyte subsets. We attribute this accumulation to a cell-autonomous lack of PKBα within the T lymphoid component of the thymus and concurrently exclude a contribution by *PKBα*-deficient thymic stroma to this finding. While the deletion of *PKBα* does not prevent further maturation to the SP stages, our results indicate that PKBα is important in the transition from DN to DP. This effect is not due to impaired TCRβ chain expression, even though we observed downregulated expression of one of the numerous TCRβ-V segments (*Vβ13*) in *PKBα* ^−/−^ DN3 thymocytes. Furthermore, the surface expression of the α chain of the interleukin-2 receptor (CD25) was increased in the *PKBα* ^−/−^ DN3 subset. 

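The probe set that Table 1 assigns to *Vβ13*, a variable segment of the TCRβ locus, read 348 ± 69.3 in wild-type and 212 ± 32.6 in *PKBα* -/- DN3 cells (SD, n = 4 mice). Its log2 change was -0.71 (standard error 0.20), lower in 4 of 4 pairs, and did not pass (adjusted p = 0.709 from limma). In ISP8 cells the same probe set changed by 0.45 (adjusted p = 0.803), and the difference between the subsets was 1.16 (adjusted p = 0.961), in the same direction in 4 of 4 pairs. The annotation gives this probe set no gene symbol, and the name is that of Table 1.
Genes of the alternative γδ T cell fate had a median change of 0.12 over 9 genes in DN3 cells (camera, adjusted p = 0.0022, but adjusted p = 0.512 with an estimated correlation), which was 0.06 without replicate 2 and 0.19 without replicate 3. *Cd163l1* passed, and adjusted over the list alone *Id3* was higher too. The transcription factor *Etv5* had a change of 0.64. *Cd163l1* is in Table 1, so its direction is not independent evidence. In ISP8 cells the median was 0.25 over 10 genes (adjusted p = 0.253), none passed by limma or the methods' selection, and the tyrosine kinase gene *Blk* (1.06) was the single gene at an unadjusted p under 0.05.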

While with our current knowledge, we cannot relate this observation to the phenotype observed, this increased CD25 surface expression has also been reported in DN3 cells lacking PDK1 [17]. Our data suggest that the α isoform of PKB is an important effector of PDK1 in the transition from DN to DP subsets, which constitutes a critical step during T cell development. Interestingly, in view of the reduced percentage of CD25^−^CD44^+^c-kit^−^ thymocytes in *PKBα* ^−/−^ thymi, PKBα could also affect a subpopulation of cells within the thymus that is positive for CD44 surface expression but not (yet) committed to the T cell lineage.

While one could hypothesize that the distinct phenotypes reported in *PKBα*, *PKBβ*, and *PKBγ* mutant mice are due to specific and distinct functions of the PKB isoforms, it could be equally well argued that these differences are merely due to a loss of an abundant isoform, which leads in a specific tissue to a reduction of total PKB below a critical level. Based on our data concerning differential expression levels of PKBα, PKBβ, and PKBγ in early thymocyte subsets, we predict that a combined deletion of *PKBα* and *PKBβ* would lead to a more extensive block during early T cell development compromising thymocyte maturation further. Mice lacking both *PKBα* and *PKBβ*, however, die at birth with multiple defects [31]. Moreover, while complete deletion of *PDK1* in early thymocytes arrests their progression to mature T cells, reduced PDK1 expression to 10% of normal levels still allows T cell development [17]. Therefore, the residual PKB activity present in *PKBα* ^−/−^ thymocytes might be sufficient to permit thymocytes to progress to mature T cells despite accumulation of early thymocyte subsets at the DN to DP transition. Alternatively and in view of the potential role attributed to the serine/threonine kinase S6K downstream of PDK1 [42], we suspect that PKB and S6K could compensate for each other during thymocyte development. This contention is further supported by the finding that single S6K mutant mice fail to reveal a defect in T cell development [43], [44].

The signal transduction pathways that control thymocytes are often recapitulated in mature T cells. 

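No gene that builds the pre-TCR and TCR signaling machinery passed the test in *PKBα* -/- cells of either subset. The list holds 22 measured genes. In DN3 cells none passed by limma, none reached an unadjusted p under 0.05 and none met the methods' selection, and the median log2 change was -0.01 (camera, adjusted p = 0.552), or 0.01 with the mean of all probe sets of a gene. In ISP8 cells none passed, none was selected and 3 reached an unadjusted p under 0.05, all higher: *Prkcq*, the kinase PKCθ (0.48), *Rasgrp1*, which activates Ras (0.26), and *Cbl*, a ubiquitin ligase (0.26). The median was 0.08 there (adjusted p = 0.13), it was -0.01 with the mean of all probe sets of a gene and 0.02 without replicate 1, and without replicate 3 camera called the list higher (adjusted p = 0.0443, but adjusted p = 0.387 with an estimated correlation).
Between the wild-type subsets this group did differ: from DN3 to ISP8 cells, 12 of the 22 genes fell and 1 rose, with a median change of -0.47 (camera, adjusted p = 9.5e-04, but adjusted p = 0.225 with an estimated correlation). The list of 22 genes passed by fry between the wild-type subsets (adjusted p = 0.00252). *Ptcra*, the pre-TCRα chain, changed by -1.88 there. Genes induced by pre-TCR signaling went both ways between the wild-type subsets, with 7 of 19 higher and 4 lower in ISP8 cells. For the TCR component list, a difference in genotype effect between the subsets did not pass (median difference 0.08, camera, adjusted p = 0.154).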

From our data, a number of genes whose expression is modulated upon the loss of *PKBα* are known to be involved in pre-TCR and/or TCR signaling and T cell activation. The presented results hence suggest that the deletion of *PKBα* affects the pre-TCR signaling in early thymocytes. Interestingly, several recent reports show a significant role of the PI3K pathway in the pre-TCR controlled developmental transition of DN to DP thymocytes. For instance, TCRβ-deficient mice activated by anti-CD3ε to mimic pre-TCR signals reveal a significant impairment of their DN to DP progression in the absence of p85α (the major regulatory subunit of PI3K) [45]. Moreover, only immature thymocytes with a functional pre-TCR display evidence for PDK1 activation *in situ* [42]. Finally, deletion of *PTEN* in T cells or expression of a constitutively active mutant of PKB can substitute for the pre-TCR signals required for thymocyte maturation [38], [46]. PTEN expression is upregulated in ISP8 thymocytes lacking PKBα. Besides pre-TCR, the Notch pathway controls T cell development during the progression from DN to DP subsets. More particularly, Notch3 is normally expressed in DN thymocytes and downregulated across the DN to DP transition [47]. Mice expressing the intracellular domain of Notch3 in thymocytes are characterized by the accumulation of DN3 cells and the increased expression of CD25 [48]. Strikingly, in *PKBα* ^−/− ^ISP8 thymocytes, we observed upregulation of *Notch3* expression together with *Dtx1*, one of its target genes. Nonetheless, it remains to be investigated whether the upregulated *Notch3* expression in *PKBα* ^−/− ^ISP8 cells is functionally linked to the accumulation of DN3 and ISP8 thymocytes and the increased CD25 surface expression among DN3 thymocytes.

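*Notch3*, *Dtx1* and *Ctla4* are genes of the DN3 stage that are turned down on the way to ISP8 in wild-type cells. From DN3 to ISP8 cells of wild-type mice, *Notch3* fell by 2.46 on the log2 scale at 1 of its 2 probe sets (adjusted p = 6.7e-07 from limma). Its wild-type means fell at both probe sets, from 1019 to 174 and from 6048 to 1123. *Dtx1* had a log2 change of -2.96 (adjusted p = 1.4e-06) and *Ctla4* had -2.93. Of 18 genes of the Notch pathway, 14 fell between these wild-type subsets and none rose, among them *Il2ra*, which encodes CD25 (-5.56), and the repressor *Hes1* (-4.35). The median change was -0.78 (camera, adjusted p = 2.0e-08, but adjusted p = 0.179 with an estimated correlation). Of 16 genes that mark the DN3 stage, 11 fell and none rose (median -1.72, adjusted p = 0.135 with an estimated correlation), and of 13 genes of the ISP8 and double positive stages 8 rose and 2 fell (median 1.00, adjusted p = 0.179 with an estimated correlation). The Notch, DN3-stage, and ISP8 and double positive stage lists passed by fry (adjusted p = 0.00159, 4.46e-04 and 0.00185). In all, 9736 probe sets passed between the wild-type subsets, 3924 higher and 5812 lower in ISP8 cells. Quantile normalization moves the median change of all probe sets from -0.08 to 0.04 and the split to 4541 higher and 4532 lower. The order of the arrays follows the subset, although the array names carry the same date code. Whether the arrays were run in batches is not known. For a single gene, a difference by array order cannot be separated from the difference between the wild-type subsets. The DN3-stage list mostly fell while the ISP8 and double positive stage list mostly rose. These opposite directions argue against array order as the whole source for the stage lists.
In *PKBα* -/- ISP8 cells the Notch list had a median change of 0.09 (camera, adjusted p = 0.0188, but adjusted p = 0.288 with an estimated correlation), and the call was lost without replicate 2 (median 0.16, adjusted p = 0.0837) and with the mean of all probe sets of a gene (median 0.06, adjusted p = 0.152). None of the 18 passed, 3 reached an unadjusted p under 0.05, *Dtx1* was higher when adjusted over the list alone, and *Notch2* had a change of -0.24. The DN3-stage list had a median of 0.11 over 15 genes (camera, adjusted p = 0.00404, but adjusted p = 0.288 with an estimated correlation, and adjusted p = 0.0885 with the same median for the mean of all probe sets). The median was 0.22 without replicate 2, 0.18 without replicate 3 and 0.07 without replicate 4. None of these genes passed over all probe sets, and 4 reached an unadjusted p under 0.05. *Dtx1*, *Notch3* and the recombinase gene *Rag1* (0.23) were higher when adjusted over the list alone. Genes of the ISP8 and double positive stages had a median of 0.12 over 13 genes in the same cells (camera, adjusted p = 0.0352, but adjusted p = 0.288 with an estimated correlation). The camera call was lost without replicate 1, 2 or 4 (medians of 0.16, 0.07 and 0.09, adjusted p from 0.0617 to 0.0841). By fry the list passed (adjusted p = 0.0158), but not with 1 pair left out (fry, adjusted p from 0.0762 to 0.221). No gene of it passed, and 5 reached an unadjusted p under 0.05. Adjusted over the list alone, *Cd8b1* (0.34) and *Ets2* (0.29) were higher and *Ccr9* was lower. In DN3 cells the Notch list had a median and a mean of -0.02 while the test pointed up (adjusted p = 0.917), with none passed or selected and 3 at an unadjusted p under 0.05.
The genotype effect was larger in ISP8 than in DN3 cells by 0.79 for *Ctla4*, 0.60 for *Dtx1* and 0.40 for *Notch3* on the log2 scale, and none of these differences passed (adjusted p from 0.961 to 0.962). The test recovered 7.7% of differences of 1 in simulated data, so it leaves these differences undecided. For the Notch list the median difference was 0.20 (camera, adjusted p = 0.0884).

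**Figure D1:**
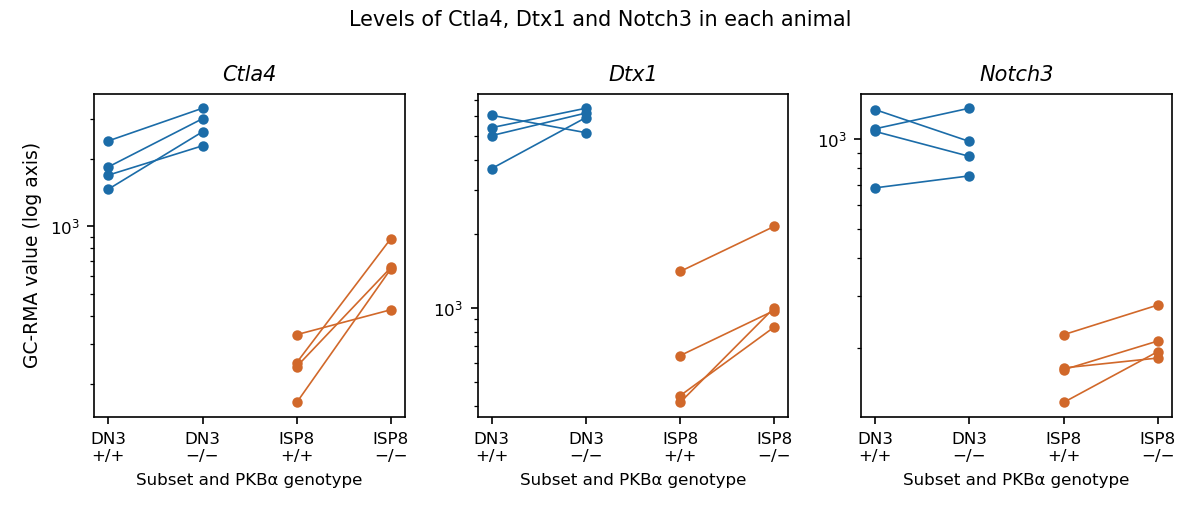
GC-RMA values (log axis) of *Ctla4*, *Dtx1* and *Notch3* (the probe set of Table 2) in DN3 and ISP8 cells of each mouse, with lines joining wild-type and *PKBα* -/- littermates. In ISP8 cells every line rises, in 4 of 4 pairs for each gene, and all values stay below those of DN3 cells.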

A number of genes whose expression is known to be inducible by interferon were systematically downregulated in *PKBα* ^−/−^ DN3 and/or ISP8 cells. 

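In wild-type mice, interferon-inducible genes stood lower in ISP8 than in DN3 cells. From DN3 to ISP8 cells, 34 of 47 type I interferon-inducible genes fell and 2 rose, with a median log2 change of -1.15 (camera, adjusted p = 6.3e-11, but adjusted p = 0.179 with an estimated correlation). Of 31 interferon-γ-inducible GTPases and antigen presentation genes, 22 fell and 1 rose (median -0.70, camera, adjusted p = 3.8e-09, but adjusted p = 0.135 with an estimated correlation). Both lists passed by fry (adjusted p = 0.00159 for the type I list and 8.98e-04 for the other). A difference between the subsets in the effect of the genotype on these lists did not pass: its median was 0.18 for the type I list (camera, adjusted p = 0.13) and -0.03 for the other (adjusted p = 0.843).
No common direction was called among genes that carry the interferon signal. Of 14 genes of interferon receptors and the JAK-STAT pathway, none passed by limma or the methods' selection in either subset. In DN3 cells 1 reached an unadjusted p under 0.05, *Irf9*, a subunit of the factor that binds interferon response elements (-0.30), and in ISP8 cells 1 did, the phosphatase gene *Ptpn2* (-0.43), which was lower when adjusted over the list alone. The medians were 0.01 and 0.03 while the means were -0.02 in both and the test pointed down (camera, adjusted p = 0.971 and 0.768).

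**Figure D2:**
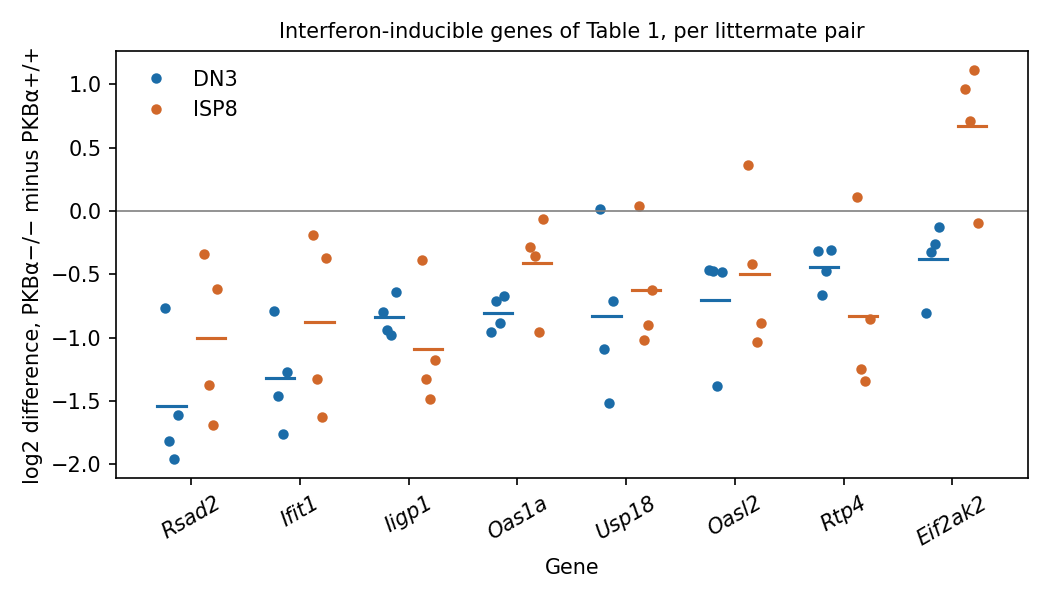
Log2 difference between *PKBα* -/- and wild-type littermates for 8 interferon-inducible genes of Table 1, with 1 point per pair, DN3 cells in blue and ISP8 cells in orange, and bars at the mean of the 4 pairs. Most points lie below 0 in both subsets, and *Eif2ak2* in ISP8 cells lies above 0 in 3 of 4 pairs.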

Interestingly, the PI3K signaling pathway was shown to be activated by both interferon-α and interferon-γ and to control important regulatory transcriptional events [49]. For instance, PI3K-PKB pathway plays an important role in the phosphorylation of STAT1 (the main transcriptional effector of interferon-γ) and in subsequent activation of gene expression in response to interferon-γ [50]. In addition, PI3K is able to mediate responses to interferon by acting independently of STAT and represents an alternative pathway to the well studied Jak-STAT pathway [49]. Moreover, both interferon-α and interferon-γ induce a rapid phosphorylation of S6K, which subsequently phosphorylates the S6 ribosomal protein [49]; this activation was shown to be dependent on PI3K and the mammalian target of rapamycin (mTOR). PKB is involved in the activation of S6K via an indirect activation of mTOR. Significantly, *PDK1*-deficient early thymocytes lack phosphorylated S6 [17]. The functional roles of the PI3K pathway in mediating interferon signals in various cell types, especially thymocytes, remain undefined. Our results indicate that molecules typically induced as a consequence of interferon signaling are involved in the DN to DP transition during T cell development in a PKBα-dependent manner.

During the preparation and the revision process of our manuscript, two publications have reported that the combination of a T cell-specific *PKBα* deletion with a complete or a T cell-specific *PKBβ* deletion leads to a more extensive block at the DN to DP transition [51], [52]. The additional ablation of *PKBγ* further compromises T cell maturation beyond the DN stages [51]. Moreover, one of these reports shows that PKB*α* is the most highly expressed isoform in the DN1-4 and DP subsets [52], which is in line with and expands our expression analysis for DN3 and ISP8 thymocytes. Interestingly, while the absence of PKBα alone did not result in apparent changes in proliferation and apoptosis (our study), ablation of both *PKBα* and *PKBβ* (i) interferes with the differentiation of DN3 [51], [52], which was attributed to apoptosis partially due to decreased cellular growth and metabolism [52], (ii) inhibits the proliferation of DN4 cells [51], and (iii) reduces the survival of DP thymocytes [51]. Furthermore, combined ablation of all three PKB isoforms inhibits the survival of all the DN thymocytes [51]. Finally, these two publications could show that pre-TCR signals activate PKB [51], [52], which supports one of the conclusions from our microarray analysis. Together with our study, these results further highlight the crucial role of PKB during early T cell development and the fact that PKBβ and, to a lesser extent, PKBγ isoforms compensate for PKBα in this process.

### Conclusion

In conclusion our data show that PKBα, one of the three PKB isoforms, plays a crucial role in thymic development and represents a key effector of the PI3K signaling pathway in early thymocyte development. Our results further indicate that PKBα not only mediates signals downstream of the pre-TCR but also regulates the expression of genes typically controlled by interferon signaling during a critical transition in T cell development. We suggest that PKBα could account, at least in part, for the block in early T cell development reported in mice deficient for components of the PI3K pathway upstream of PKB. Our results are summarized in Figure 5B. The critical question now is to identify the PKB targets that function at this checkpoint in a phosphorylation-dependent fashion.

## Materials and Methods

### Mice

Mice were group-housed with 12 hour-dark/light cycles and free access to food and water, in accordance to the Swiss Animal Protection Ordinance. All procedures were conducted with approval of the appropriate authorities. *PKBα* ^−/−^, *PKBβ* ^−/−^, and *PKBγ* ^−/−^ mice were generated in our laboratory and previously described [32], [34], [53]. B6 Ly5.1 and Fox8 rosa26 mouse lines were obtained from The Jackson Laboratory (Bar Harbor, ME, USA).

### Western-Blot analysis

Tissues were homogenized in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Nonidet P-40, 1 mM benzamidine, 1 mM phenylmethylsulfonyl fluoride, and 2 µM microcystin-LR (Alexis Corporation, San Diego, CA, USA), 1 mM sodium pyrophosphate, 10 mM NaF and 0.1 mM sodium orthopervanadate) and debris removed by two centrifugation steps at 16 000 g for 10 minutes at 4°C. Protein concentration was determined using the Bradford assay (Bio-Rad Laboratories, Hercules, CA, USA) with BSA as standard. Fifty µg of protein extracts were separated by 10% SDS-PAGE and transferred onto PVDF membrane (Millipore, Billerica, MA, USA) by electroblotting. Membranes were blocked with 5% BSA in TBST (50 mM Tris-HCl pH 7.5, 150 mM NaCl, and 0.1% Tween 20), incubated for 16 hours at 4°C with the primary antibody and 1 hour at room temperature with horseradish peroxidase-conjugated anti-rabbit or anti-mouse secondary antibodies, and analyzed using enhanced chemiluminescence reagents (Amersham Biosciences, Piscataway, NJ, USA). PKB isoform-specific antibodies obtained by immunizing rabbits with isoform-specific peptides have already been reported [34]. Antibodies against phospho Thr308-PKB (the PDK1 site) and pan-actin were purchased from Cell Signalling Technologies (Danvers, MA, USA) and NeoMarkers (Fremont, CA, USA), respectively.

### TUNEL assay

Mouse thymi were fixed in formalin (10% v/v) for 16 hours at 4°C. After dehydration in ethanol, samples were embedded in paraffin, cut into 5 µm-thick sections, and treated with 20 µg/ml proteinase K for 10 minutes at 37°C. Endogenous peroxidase was inactivated with 3% H_2_O_2_ in methanol for 30 minutes at room temperature. The sections were incubated in terminal deoxynucleotidyl transferase (TdT) buffer for 15 minutes at room temperature and TdT and biotinylated dUTP for 1 hour at 37°C. Washing with 1X SSC (0.15 M NaCl, 0.015 M sodium citrate) was used to stop the reaction. The Vectastain ABC kit (Vector Laboratories, Burlingame, CA, USA) was used for color development as described by the manufacturer. For quantification, 5 fields in each of 3 sections were counted for TUNEL-positive cells.

### Flow cytometric analysis and FACS sorting

Two million lymphocytes in suspension were stained at 4°C for 20 minutes in FACS buffer (PBS and 2% FCS) with fluorescein isothiocyanate (FITC)-, phycoerythrin (PE)-, Cy5-, and/or biotin-conjugated antibodies to cell surface molecules. Biotinylated antibodies were visualized with streptavidin-Cy5. For labeling of thymocyte precursors, cells were stained with FITC-CD25, PE-CD44, and biotin-CD4, CD8, TCRβ, TCRγδ, CD19, B220, CD11b, CD11c, Gr-1, and NK1.1. Cy5-negative precursor cells, corresponding to lineage-negative cells, were analyzed for expression of CD25 and CD44. Cells were stained with FITC-CD3, PE-CD4, and Cy5-CD8 to label later stages. For labeling of peripheral lymphocytes, cells were isolated from the spleen, depleted of red blood cells, and stained with PECy7-CD19 and Cy5-CD3. For intracellular staining, lymphocytes labeled with cell surface markers were incubated for 16 hours at 4°C in fixation buffer (BD Biosciences, San Jose, CA, USA) and processed in permeabilization buffer (BD Biosciences). For the analysis of thymocyte apoptosis, 10^6^ cells were stained at 4°C for 20 minutes in annexin binding buffer (Vybrant apoptosis assay kit #3, Molecular Probes, Eugene, OR, USA) with FITC-annexin V and propidium iodide (PI) according to the manufacturer's instructions. For flow cytometric analysis, labeled thymocytes were washed with FACS buffer, permeabilization buffer (when intracellular staining), or annexin binding buffer (when annexin V-PI staining) and analyzed on a FACSCalibur (Becton Dickinson, Franklin Lakes, NJ, USA). Data were processed with Cell Quest Pro (BD Biosciences). For FACS sorting, labeled thymocytes were washed with FACS buffer, filtered on a 40 µm-nylon membrane, and sorted on the flow sorter MoFlo (DakoCytomation, Baar, Switzerland).

### Bone marrow transplant and thymic grafting experiments

For bone marrow transplant experiments, fetal liver from *PKBα* ^+/+^ and *PKBα* ^−/−^ E15.5 embryos (CD45.2) were dissected and disrupted to single cell suspension by passages through a G25-syringe. The resultant suspension was layered over Ficoll and spun down for 25 minutes at 2 000 g. After removing the buffy coat, the fetal liver cells were washed, counted, and resuspended at 5×10^6^ cells/ml. Bone marrow chimeras were generated by intravenous injection of 10^6^ fetal liver cells into lethally irradiated (2×550 Rad) 4 week-old congenic recipient mice (CD45.1) on a C57Bl/6 background (B6 Ly5.1). The donor derived-lymphocyte populations were analyzed by flow cytometry 5 weeks post transplant. For grafting experiments, fetal thymic lobes from *PKBα* ^+/+^ and *PKBα* ^−/−^ E15.5 embryos were dissected and depleted of thymocytes by 6 day-treatment with 1.35 mM deoxyguanosine. Donor thymic stroma were then subrenally engrafted into 4 week-old Fox8 rosa26 recipient mice. The grafts were analyzed by flow cytometry 4 weeks post grafting.

### RNA extraction and microarray experiment

DN3 and ISP8 thymocyte subsets were sorted by FACS from 4 *PKBα* ^−/−^/wild-type littermate pairs. The same number of DN3 or ISP8 cells was sorted (7 000 to 25 000 cells) within a *PKBα* ^−/−^/wild-type pair. Total RNA was extracted using PicoPure™ RNA isolation kit (Arcturus, Sunnyvale, CA, USA) according to manufacturer's instructions. RNA quality was controlled using the 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA). Total RNA was amplified and labeled using the Affymetrix 2-cycle 3′ labeling kit according to manufacturer's instructions. After fragmentation, 10 µg cRNA was hybridised to mouse genome 430 2.0 GeneChips (Affymetrix, Santa Clara, CA, USA). After scanning the Genechips in an Affymetrix 2500 scanner, transcript expression values were estimated using the GC-RMA function provided by Refiner 3.1 (Genedata, Basel, Switzerland) and statistical analysis was performed using Analyst 3.1 (Genedata). Genedata's implementation of GC-RMA includes the generation of an Affymetrix detection P-value. A gene was considered to be reliably detected if it had a detection P-value≤0.04 (Affymetrix default, marginal calls ignored) in at least 2/3 of the biological replicates of a condition. A power analysis of our experimental design showed we could expect to have a power of 0.8 to distinguish samples differing by 1.5-fold with a normalised standard deviation less than 0.461 and it could resolve differences of 2-fold (power of 0.8) when the normalised standard deviation was less than 0.613. We selected genes that were significantly (paired t-test P≤0.05) modified by ≥1.5-fold between *PKBα* ^−/−^ and the corresponding control in at least three of the four pairs. Only genes with expression data above 20 in at least one of the conditions within a pair and in at least 3 pairs are displayed. The microarray data have been deposited in the Gene Expression Omnibus of NCBI (accession number: GSE7875).

### Statistical analysis

Data are provided as arithmetic mean±standard error of the mean and tested for significance using one-way analysis of variance (ANOVA). Only results with a P value of ≤0.05 (*) were considered statistically significant.

### Note

Materials and Methods related to Figures in Supporting Information can be found in “Materials and Methods S1”.

## Supporting Information

Figure S1 The deletion of *PKBα* does not affect T cell number in adult mice. A: The weight of freshly dissected thymi was measured in *PKBα* ^+/+^ and *PKBα* ^−/−^ adult mice and expressed as ratio to body weight. B: Thymocytes were isolated from *PKBα* ^+/+^ and *PKBα* ^−/−^ adult mice and counted; cell number was expressed as ratio to body weight. n≥3 (n = number of mice analyzed per genotype). Error bars represent standard error of the mean.
(0.87 MB TIF) Click here for additional data file.

Figure S2 FACS analysis of different thymocyte subsets. A: Density plots show the main thymocyte subsets from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice: DN (CD4^−^CD8^−^), DP (CD4^+^CD8^+^), SP CD4^+^ (CD4^+^CD8^−^), and SP CD8^+^ (CD4^−^CD8^+^). The results shown are representative of three independent experiments on 4 to 6 week-old mice. B: Histograms show the intracellular protein expression of TCRβ (iTCRβ) in DN4 thymocytes from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice. C–D: Histograms show BrdU incorporation (C) or annexin V staining (D) in specific thymocyte subsets from *PKBα* ^+/+^ and *PKBα* ^−/−^ mice.
(5.85 MB TIF) Click here for additional data file.

Figure S3 The deletion of *PKBα* tends to lead to disorganized thymic structures in neonates. A–B: Hematoxylin and eosin staining of 5 µm-thick sections from formalin-fixed paraffin-embedded mouse thymi from (A) *PKBα* ^+/+^ and *PKBα* ^−/−^ littermates at neonatal and adult ages and (B) *PKBβ* ^+/+^, *PKBβ* ^−/−^, *PKBγ* ^+/+^, and *PKBγ* ^−/−^ neonatal littermates. The bar shown on the pictures represents 200 µm. C: Immunohistochemical staining of mouse thymi from *PKBα* ^+/+^ and *PKBα* ^−/−^ littermates at neonatal age using anti-cytokeratin-8 and anti-cytokeratin-5 antibodies. (*) keratin free regions, (m) medullary regions, (c) cortical regions, (arrow) globular medullary epithelial cells. Images acquired using a 40x objective lens, image field is originally 230 µm.
(9.96 MB TIF) Click here for additional data file.

Materials and Methods S1 (0.02 MB DOC) Click here for additional data file.

# Supplementary material for: Deletion of PKBα/Akt1 Affects Thymic Development
**Source:** PLoS One. 2007 Oct 3;2(10):e992. doi: 10.1371/journal.pone.0000992
**Supplement:** Materials and Methods S1 — (0.02 MB DOC)

**Materials and Methods S1**

**BrdU labeling**

Mice were injected intraperitoneally with 5’-bromo-2’-deoxyuridine (BrdU, Sigma, Buchs, Switzerland) (1 mg/100 µl) and sacrificed 4 hours later. Two million thymocytes in suspension were stained at 4°C for 20 minutes in FACS buffer (PBS and 2% FCS) with PE-CD4, PECy7-CD3, and Cy5-CD8. Cells were then fixed, permeabilized, and stained with FITC-labeled anti-BrdU antibody (Becton Dickinson). Labeled thymocytes were washed with permeabilization buffer and analyzed by flow cytometry.

**Annexin V labeling**

Two million thymocytes in suspension were stained at 4°C for 20 minutes in FACS buffer (PBS and 2% FCS) with PE-CD4, PECy7-CD3, and Cy5-CD8. Cells were then stained with FITC-annexin V (Molecular Probes) according to the manufacturer’s instructions and analyzed by flow cytometry.

**Immunohistology**

Mouse thymi were embedded in OCT compound, snap frozen and cut into 6 µm-thick cryosections. Sections were blocked at room temperature for 10 minutes with PBS supplemented with 10% FCS. Primary monoclonal antibodies used were anti-cytokeratin-8 (TROMA-1, developmental studies hybridoma database) and anti-cytokeratin-5 (Covance, Princeton, NJ, USA). Secondary antibodies used for detection were goat anti-rat Alexa 555 and goat anti-rabbit Alexa 488 (Molecular Probes). Isotype control antibodies were used for all experiments. Images were captured on a Zeiss LSM 510 Meta Laser Scanning Confocal Microscope system (Carl-Zeiss, Feldbach, Switzerland). Image overlays were colored by computer-assisted management of confocal microscopy data generated with Zeiss LSM 510 software version 3.2.

How the deposited data were processed for this re-analysis (not part of the article)

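Thymocytes of the DN3 and ISP8 subsets were sorted from 4 *PKBα* -/- and wild-type littermate pairs, and each of the 8 mice gave 1 array per subset, 16 arrays in all. The pairs are the replicates. They differ in age and sex, and these stay within the pair effect. The authors amplified the RNA in 2 cycles, hybridised it to Affymetrix mouse genome arrays and turned the array intensities into background-corrected and normalized GC-RMA values for 45101 probe sets before deposition. The values are on a linear scale and were used as deposited, after log2 transformation without an added constant. The highest value per array lay between 43030 and 80254, and Spearman's correlation across probe sets between any pair of arrays of a subset was 0.911 to 0.931 in DN3 and 0.901 to 0.916 in ISP8 cells. Present and absent calls, which the authors also used to choose genes, were not used here, and a value above 20 in at least 1 animal of a pair in at least 3 pairs served as the filter. Some genes whose symbol no probe set carries in the annotation are not reported here.

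The genotype effect was fitted in each subset with limma 3.58.1 under R 4.3.3, with the pair as a block and a moderated spread that depends on the mean level. Its residual degrees of freedom were 3, to which the moderation added 15 in DN3 and 9.9 in ISP8 cells. The difference of the effect between subsets was fitted over all 16 arrays with the animal as a block, and wild-type ISP8 was compared with wild-type DN3 over 8 arrays with the pair as a block. P values were adjusted by Benjamini-Hochberg over the probe sets tested, and 0.05 was the threshold. The selection in the methods was also repeated, as a paired test on log2 values at p up to 0.05 with at least 1.5-fold in the same direction in at least 3 of 4 pairs. Exact sign-flip tests were two-sided.

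Of 27 gene lists, 26 were tested in every comparison. They cover type I interferon-inducible genes, interferon-γ-inducible GTPases and antigen presentation, interferon receptors and JAK-STAT, pre-TCR and TCR signaling components, genes induced by the pre-TCR, inhibitors of T cell activation, the Notch pathway, the PI3K, PKB and mTOR pathway, FOXO targets, cell cycle, glycolysis and nutrient uptake, cholesterol and fatty acid synthesis, apoptosis regulators, DN3-stage genes, ISP8 and double positive stage genes, immediate early and heat shock genes, ribosomal proteins and the neighbours of *Akt1* on chromosome 12. Markers of mature single positive T cells, γδ T cells, B cells, dendritic cells and macrophages, NK and innate lymphoid cells, erythroid cells, neutrophils, and thymic epithelium and stroma were tested as further lists. The remaining list, sex-linked genes, was used to check the labels. Each gene was represented by the probe set with the highest mean, and lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Members were also adjusted over the list alone. The genes named are those the Results name, both PKB isoforms measured here, up to 8 genes per direction and comparison that passed and moved the same way in 4 of 4 pairs (filled up by the smallest p where fewer passed), and up to 4 members per list. The values of Tables 1 and 2 were known when this rule was set.

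On simulated data of this design, with 200 changed probe sets per size, limma found 28% of changes of 0.58 on the log2 scale and 45% of changes of 1 in DN3 cells, with 6.1 unchanged probe sets called, and 23% and 41.3% with 8.6 in ISP8 cells. The selection of the methods found 20.6% and 60.5% with 579.9 unchanged probe sets taken in DN3 cells, and 18.3% and 58.7% with 640.4 in ISP8 cells. The test of a difference between subsets found 0.3% and 7.7%. Alternatives were no filter, a filter at 100, an added constant of 20, quantile normalization, linear values, no replicate block, robust moderation, 1 fit of all 16 arrays, an adjusted form of the methods' paired test, the fold taken between group means, the mean of all probe sets of a gene, interferon lists without the genes of the paper's tables, differences formed from pair by subset blocks, 100 or 500 probe sets for the DN3 to ISP8 axis, and leaving out each pair. A pair of further alternatives was added after the values were seen: the level of *Akt2* without its probe set that may bind several transcripts, and the fold over the pairs that reach 1.5-fold. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.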

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

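The tests of DN3 cells as a source of *Ctla4*, *Dtx1* and *Notch3*, and the counts over other splits of the pairs, were chosen after the results were seen, and the form of the DN3 cell test was also revised then: earlier forms compared the medians only, or the abundant probe sets only.

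Interferon-inducible genes stood lower in *PKBα* -/- cells, with medians of -0.28 in DN3 and -0.29 in ISP8 cells for the type I list (adjusted p = 0.167 and 0.288 with an estimated correlation) and all 4 pair medians below 0 in each, although the mean of the first ISP8 pair was 0.073. A candidate source is a smaller share of dendritic cells and macrophages in the *PKBα* -/- sorts, although the lineage staining of DN3 cells included CD11b and CD11c. Their markers had a median change of -0.25 in ISP8 cells (-0.10 without replicate 2 and -0.45 without replicate 4), below 0 in 3 of 4 pairs. In DN3 cells it was 0.017, below 0 in 2 of 4 (SD over pairs 0.47 in ISP8 and 0.46 in DN3 cells). In DN3 replicates 1 and 3 the marker medians were 0.21 and 0.45, while the type I medians were -0.15 and -0.47. This argues against fewer of these cells as the whole source in those DN3 pairs. In DN3 replicates 2 and 4 the markers were at -0.62 and -0.066, with type I medians of -0.31 and -0.27. For those pairs and for ISP8 cells, this source and an effect of the genotype cannot be told apart. A decision for a subset needed all 4 pairs on the same side of 0. The highest of these markers in wild-type cells were *Lyz1* (2338) and *Cst3* (2211) in DN3 cells, with changes of 0.32 and 0.09, and *Cst3* (2156) in ISP8 cells, with 0.05. Less interferon in the thymus of *PKBα* -/- mice and an effect of PKBα within the cells stay open, and neither was tested.

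Genes lower in *PKBα* -/- ISP8 cells include markers of mature T cells such as *Il7r* and *Cd52*. If fewer mature single positive T cells had entered the *PKBα* -/- sort, although ISP8 cells are defined as CD3-negative, their markers would be lower as a set in every pair. The median of their list was -0.066 (0.03 without replicate 3) and it was below 0 in 3 of 4 pairs, so that a smaller share of these cells and an effect of the genotype cannot be told apart. Of the abundant markers, *Ms4a6b* (2847 in wild-type cells) changed by 0.08 and *H2-K1* by -0.35. Neutrophil genes, with *S100a8* the highest at 590.4, were below 0 at the median in 3 of 4 pairs and 0.70 in the second pair. Gr-1 is among the lineage markers of the precursor stain. The stain the paper gives for later stages lists CD3, CD4 and CD8 and no Gr-1.

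Genes higher in *PKBα* -/- ISP8 cells include *Ctla4*, *Dtx1* and *Notch3*, all higher in wild-type DN3 than in wild-type ISP8 cells. A shift of *PKBα* -/- ISP8 cells, or of their sort, towards DN3 would raise the 200 probe sets highest in DN3 over the 200 highest in ISP8. This difference was 0.13 (changes of -0.076 and -0.20, so that the DN3-high probe sets did not rise). It was above 0 in 3 of 4 pairs (exact sign-flip test, p = 0.25, where the smallest possible is 0.13). In simulated data the difference was -0.092 to 0.077 with 0% moved and 0.45 to 0.62 with 10% moved. The measured 0.13 lies between these ranges. The measured difference was -0.045 with an added constant of 20 and -0.014 without replicate 4, so that a small shift cannot be told apart from none. For DN3 cells in the sort, which the CD8 stain of ISP8 cells should exclude, the share of DN3 RNA that the change of each gene needs was compared in each pair with the shares that the 200 DN3-high probe sets give, which had medians of -0.271%, -0.292%, -0.304% and -0.106%, or -0.333%, -0.589%, -0.209% and 0.103% for those above 500 in DN3 cells. *Ctla4* needs 16.1%, 15.9%, 4.21% and 19.0% and *Dtx1* 9.93%, 5.19%, 7.71% and 11.9%, which lie above the upper quartile of both sets in every pair, by at least 1.08 and 0.117 percentage points (the latter a narrow margin), and this argues against DN3 cells as the whole source for these genes. *Notch3* needs 3.31%, 1.56%, 6.43% and 7.55%, which lie above the upper quartile of the abundant set in every pair but of the full set in 2 of 4 (smallest margin -3.52 points), so that for *Notch3* this source and an effect of the genotype cannot be told apart.

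In 7 of 87 groups of 4 pair differences, 1 pair lay far from the other 3, where chance gives about 1 in 20. The weakest of the *Akt1* probe sets tested was at -3.84 in the first DN3 pair. The *Ly6c* probe set was at 0.092 in the first DN3 pair, above the other 3. For *Akt1* in ISP8 cells, the probe set with the highest values was at -8.83 in the second pair and the next one was at -3.12 in the third. The *TGTP* probe set was at -0.094 in the first ISP8 pair, and *Rtn4* was at -0.89 in the fourth. The mean of the ISP8 and double positive stage list was -0.041 in the second ISP8 pair.

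Between the subsets, the genotype effect on dendritic cell and macrophage genes differed by a median of -0.25 (camera on the difference, adjusted p = 0.0114, but adjusted p = 0.676 with an estimated correlation). *Cd53* was higher in all 4 pairs of DN3 and lower in all 4 of ISP8 cells, and the difference of -0.67 did not pass (adjusted p = 0.961).

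Besides *Akt1*, probe sets that passed outside the genes the paper lists for that subset were, in DN3 cells, *Mpzl2* (0.65 and 0.86), *Ctla4* (0.62), *Rpl7* (0.44), *Zfp711* (1.23), *Becn1* (-2.10) and the shared α-globin probe set (-2.43), and in ISP8 cells *Nrip2* (-3.77) and *Uri1* (-0.62).

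The 4 pairs allow 8 splits, too few for a share under 0.05. The real split and the highest of the others gave 13 and 2 probe sets in DN3 cells, 5 and 4 in ISP8 cells, 0 and 0 for the difference between subsets, and 9736 and 0 for the wild-type subsets. For the methods' selection they gave 458 and 433 in DN3 and 521 and 553 in ISP8 cells. As many or more were found in 1, 1, 8 and 1 of the 8 splits for limma and in 1 and 3 for the selection, the real split included.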

How the results depend on the processing

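The level of *Akt2* without its probe set that may bind several transcripts, and the fold over the pairs that reach 1.5-fold, were run after the values were seen. For genes and lists named in the text, 1868 values under alternatives kept their direction and side of the threshold, 23 became stronger, 96 weaker and 12 reversed. Unless stated, the cause was not tested. The 13 probe sets of DN3 cells became 1 with no replicate block, 27 with an added constant of 20 (all 13 shared), 8 with no filter (more probe sets to adjust for), 2 with all 16 arrays in one fit, 0 by the methods' paired test after adjustment, and 12 to 40 with 1 pair left out (40 without replicate 2). The 5 of ISP8 cells became 2 with no replicate block, 3 with no filter, 1 with the stricter filter, 14 with all 16 arrays in one fit, 0 by the methods' paired test after adjustment, and 1 to 12 with 1 pair left out (12 without replicate 1, 1 without replicate 4). No setting gave a probe set for the difference between subsets, and 7371 to 10344 passed between the wild-type subsets. Without a filter the methods' selection took 916 in DN3 and 979 in ISP8 cells. The 7 selected in both became 12 on linear values, 19 with no filter, 2 by limma in both, and 9 to 11 with 1 pair left out (11 without replicate 1). The interferon lists (medians -0.28 and -0.13 in DN3, -0.29 and -0.13 in ISP8 cells) did not pass with an estimated correlation or by fry, tests that share these medians and allow for correlated genes. With no replicate block the type I list passed both in DN3 cells (adjusted p = 0.0206 with an estimated correlation and 0.0182 by fry). With an added constant of 20 the interferon-γ list passed by fry in DN3 cells (adjusted p = 0.0439). The type I median in ISP8 cells was -0.14 without the genes of the tables and -0.23 without replicate 3. The mean level of *Akt2* was 228 in DN3 and 198 in ISP8 cells without the probe set named above. The DN3 to ISP8 shift of 0.13 was -0.045 with an added constant of 20 and -0.014 to 0.20 with 1 pair left out (-0.014 without replicate 4). Where the test had not passed, its direction reversed as follows (medians near 0 also changed sign where it did not). With the mean of all probe sets, the genes induced by the pre-TCR were at -0.080 in DN3 and 0.039 in ISP8 cells, and TCR components in ISP8 cells at -0.012. With 1 pair left out, TCR components in DN3 cells were at -0.026 to -0.0080 (the test pointed up without replicate 3), genes induced by the pre-TCR in ISP8 cells at -0.056 to 0.017, *Notch3* (the probe set of Table 2) in DN3 cells at -0.17 to 0.028, and *S100a9* in DN3 cells at -3.10 to 0.16. The probe sets of *Akt2* with the highest and the lowest values ranged over -0.13 to 0.093 and -0.019 to 0.22 in DN3 cells, and those with the middle and the lowest values over -0.050 to 0.25 and -0.40 to 0.10 in ISP8 cells. Signal near background limits probe sets below 20, of which all with fewer than 3 pairs above it were left out.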

Differences from the paper's values

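The level of *Akt2* without 1 probe set and the fold over the pairs that reach 1.5-fold were chosen after seeing the values, and the other alternatives were set before the data were examined.

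The paper's share of interferon-inducible genes among the genes lower in DN3 cells is 50%, and here it was 3.65% (8 of 219) by the methods' selection without the present and absent calls. None of the alternatives reaches the paper's value (1.97% to 4.94%). Among the lower genes of Table 1 that have 1 gene symbol, the lists used here give 57.1% (8 of 14), and among the 4 that limma called lower 75%. The paper's number of interferon-inducible genes lower in ISP8 cells is 6, and here 3 with 1 gene symbol were selected, which leaves out *TGTP*. Of the 6 probe sets of Table 2, 1 was selected here, that of *TGTP*, so that the counts rest on different probe sets. The values come within 1.5 times with quantile normalization (4), with the fold between group means (4) and without replicate 1 (5), and not with the others. The paper's share for ISP8 cells is 29%, and here it was 1.40% (3 of 215), from 0% to 1.96% over the alternatives, so that none reaches it. Among the lower genes of Table 2 with 1 gene symbol it was 13.3% (2 of 15).

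For *Iigp1* in DN3 cells the paper's fold is 2.9 at both of its probe sets, and here it was 1.84 at the weaker and 1.79 at the stronger. At the weaker, the value falls within 1.5 times of the paper's without replicate 1 (2.15) and under no other alternative set beforehand, and at the stronger under none. The paper's fold for *Ctla4* in ISP8 cells is 4.6, and here it was 2.65. Of the alternatives set beforehand, only leaving out replicate 3 (3.37) brings it within 1.5 times of the paper's value. For *Notch3* (the probe set of Table 2) in ISP8 cells the paper's fold is 1.9, and here it was 1.26. Only leaving out replicate 2 (1.32) brings it within 1.5 times, and it stays below the paper's value. The fold over the pairs that reach 1.5-fold, chosen after seeing the values, gives 2.15 for *Iigp1* at the weaker probe set and 3.37 for *Ctla4*, and it drops 3 of the 40 probe sets of Table 1 and 5 of the 55 of Table 2. Over the tables, the median fold here was 1.58 in both subsets against the paper's 2 in both, and lower than the paper's for 39 of 40 and 54 of 55 probe sets.

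The mean level of *Akt2* in wild-type cells is about 230 in DN3 and about 220 in ISP8 cells in Figure 5A, read by eye, and here it was 507 and 469. None of the alternatives set beforehand closes this. Without the probe set that may bind several transcripts, an alternative chosen after seeing the values, it was 228 and 198, which drops 1 of the 3 probe sets of *Akt2*. For *Akt1* the levels read by eye are about 480 and about 670, and here they were 473 and 603.

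The paper states that PKBβ is expressed at a lower level than PKBα in both subsets. Here the mean over probe sets was 507 for *Akt2* and 473 for *Akt1* in DN3 cells, and 469 and 603 in ISP8 cells. Without the probe set that may bind several transcripts, left out after seeing the values, the mean for *Akt2* was 228 and 198, below that of *Akt1*. Levels of different probe sets are not on a common scale, so the order of the isoforms stays open. The paper gives *Ccr9* and *Itgae* as lower in DN3 cells. Here *Ccr9* had lower values in 4 of 4 pairs at 3 of its 5 probe sets (-0.62, -0.88 and -0.58) and *Itgae* at 1 of 2 (-0.84), and neither passed limma or the methods' selection. *Ccr9* passes limma with an added constant of 20, without replicate 2 and without replicate 3. For ISP8 cells the paper gives *Cd53*, *Ly6c*, *TGTP* and *H2-Aa* as lower and *Socs3*, *Ctla4*, *Igsf3*, *Notch3* and *Dtx1* as higher. All moved in these directions here (-0.37, -0.74, -0.66, -0.71, 0.54, 1.41, 0.56, 0.33 and 0.85), the methods' selection took *TGTP*, *Ctla4* and *Dtx1*, and none passed limma's adjusted test. *Ctla4* and *Dtx1* pass in 1 fit of all 16 arrays, and *Ctla4* without replicate 3. Of the interferon-inducible genes of the tables that limma did not pass, *Oas1a* passes in DN3 cells with an added constant of 20 and with robust moderation, *Usp18* in DN3 cells without replicate 1, and *Rtp4* in ISP8 cells without replicate 1. Of the 40 and 55 probe sets of Tables 1 and 2, the selection here took 11 and 18, and all moved in the direction the tables give. The paper counts 5 genes that differ in both subsets, and without *Akt1* there were 5 here as well. Of the paper's 6 probe sets marked in both, 1 was selected in both here, *A630023P12Rik* (0.90 and 0.91).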

Other observations

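Genes of cholesterol and fatty acid synthesis stood lower in *PKBα* -/- cells of both subsets. In ISP8 cells the median log2 change was -0.15 over 20 genes (camera, adjusted p = 1.8e-05, but adjusted p = 0.288 with an estimated correlation and 0.0158 by fry), and in DN3 cells it was -0.12 (adjusted p = 0.00304, but adjusted p = 0.572 with an estimated correlation), with 17 of 20 below 0 in each. The fry pass in ISP8 cells held with an added constant of 20, quantile normalization and no filter. It was lost with 1 pair left out (fry, adjusted p from 0.0762 to 0.117). It was also lost with the mean of all probe sets (adjusted p = 0.0607) and with no replicate block (adjusted p = 0.386). The DN3 camera call was lost without replicate 4, where the median was -0.07 (adjusted p = 0.214). Examples in ISP8 cells are *Hmgcs1*, an enzyme of the mevalonate pathway (-0.27), and *Insig1*, which senses sterols (-0.47), and in DN3 cells *Dhcr7* (-0.25). None of the genes passed limma or met the methods' selection, and 5 in ISP8 and 3 in DN3 cells reached an unadjusted p under 0.05. Cell cycle genes stood higher in *PKBα* -/- DN3 cells, above 0 for 26 of 30 genes, with a median of 0.07 (camera, adjusted p = 1.7e-05, but adjusted p = 0.305 with an estimated correlation; 0.13 without replicate 3 and 0.11 without replicate 4), *Ccnb2*, which encodes cyclin B2, at 0.33 and the replication factor gene *Cdc6* at 0.22. None passed or was selected, and 3 reached an unadjusted p under 0.05. In ISP8 cells their median was 0.01 (adjusted p = 0.526), none passed or was selected, 3 reached an unadjusted p under 0.05, and *Ccnd2* was lower when adjusted over the list alone.

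FOXO targets had a median of 0.14 over 20 genes in ISP8 cells (camera, adjusted p = 0.0188, but adjusted p = 0.288 with an estimated correlation), a call lost without replicate 2 (median 0.12, adjusted p = 0.108). Adjusted over the list alone, *Rag1* (0.23), *Rag2* (0.28), the insulin receptor substrate *Irs2* (0.90) and the cyclin *Ccng2* (0.21) were higher, and the death gene *Bcl2l11* (-0.24) and *Il7r* (-0.42) were lower. None passed over all probe sets, 6 reached an unadjusted p under 0.05 and 1 was selected. In DN3 cells the median of this list was -0.02, its mean 0.05 and the test pointed down (adjusted p = 0.827), with *Klf2* at 1.32 the single gene at an unadjusted p under 0.05 and none passed or selected. Apoptosis regulators had medians of -0.08 over 18 genes in DN3 cells (adjusted p = 0.478) and 0.07 in ISP8 cells, where the mean was -0.11 (adjusted p = 0.899). *Cdkn1a*, the inhibitor p21, was lower in both when adjusted over the list alone (-0.52 and -2.78), as was *Bcl2l11* in ISP8 cells. None passed over all probe sets or was selected, and 1 and 2 reached an unadjusted p under 0.05. Genes of glycolysis and nutrient uptake had medians of 0.09 over 17 genes in DN3 cells (adjusted p = 0.105) and -0.04 over 18 in ISP8 cells (adjusted p = 0.139), with *Ldha* at 0.22 in DN3 cells. None passed or was selected, and 1 and 0 reached an unadjusted p under 0.05.

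Ribosomal protein genes had a median of -0.05 over 21 genes in both subsets (camera, adjusted p = 0.0106 in DN3 and 0.0188 in ISP8 cells, but adjusted p = 0.63 and 0.456 with an estimated correlation), none passed or selected, and 1 and 0 at an unadjusted p under 0.05. Immediate early and heat shock genes had medians of 0.05 over 18 genes in DN3 cells (adjusted p = 0.453) and -0.01 in ISP8 cells (adjusted p = 0.331), where *Junb* had a change of -1.25. None passed, 0 and 1 reached an unadjusted p under 0.05 and 0 and 1 were selected. The neighbours of *Akt1* on chromosome 12 had medians of 0.02 over 34 genes in DN3 cells (adjusted p = 0.811) and 0.03 over 33 in ISP8 cells (adjusted p = 0.899). None passed or was selected, and 0 and 1 reached an unadjusted p under 0.05.

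Among markers of other cells, mature single positive T cell genes had a median of 0.05 over 24 genes in DN3 cells (adjusted p = 0.376), with 4 at an unadjusted p under 0.05. B cell genes had medians of -0.01 over 11 genes in DN3 cells, where the mean was 0.01 (adjusted p = 0.827), and -0.13 over 13 in ISP8 cells (adjusted p = 0.0717), with 0 and 1 at an unadjusted p under 0.05. NK and innate lymphoid genes had a median of 0.02 and a mean of -0.23 over 7 genes in DN3 cells (adjusted p = 0.618), with 1 at an unadjusted p under 0.05, and a median of -0.10 over 11 in ISP8 cells (adjusted p = 0.129), with 2, of which *Klrd1* (-0.98) was lower when adjusted over the list alone. Erythroid genes in ISP8 cells had a median of -0.08 over 7 genes (adjusted p = 0.526), none at an unadjusted p under 0.05. No gene of these lists passed limma, and the methods' selection took 1 NK gene in ISP8 cells and none of the others.

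From DN3 to ISP8 in wild-type mice, the genes with the highest log2 changes were *Samhd1* (7.19), *Nrip2* (7.17), *Nectin3* (5.41), *Igkv8-30* (5.17), *Pdlim4* (5.11), *Boll* (5.00) and *Cd8a*, which defines the ISP8 cells (4.94), and those with the lowest were *Khdc1a* (-9.34), *Tifa* (-7.04), *Erg*, a transcription factor of early precursors (-7.00), and *Serpinb1a* (-7.00). For *Nectin3*, *Igkv8-30*, *Pdlim4* and the lowest 4, the subset with less had a mean below 20, so that background sets the size and order of these changes. *Nrip2* and *Boll* varied widely in wild-type DN3 cells (1004 ± 1930 and 171 ± 324, SD), so the size of their changes is uncertain. The *Nrip2* change was seen at 1 probe set. Its others read 4.66 and 70.1 in wild-type DN3 and 4.64 and 66.0 in wild-type ISP8 cells. Of 30 cell cycle genes 28 rose and 1 fell (median 1.46, camera, adjusted p = 2.2e-21, but adjusted p = 0.259 with an estimated correlation). The cell cycle list passed by fry (adjusted p = 0.00755). Quantile normalization moves the median change of all probe sets from -0.08 to 0.04.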
